# A Na^+^/K^+^ ATPase Pump Regulates Chondrocyte Differentiation and Bone Length Variation in Mice

**DOI:** 10.3389/fcell.2021.708384

**Published:** 2021-12-14

**Authors:** Marta Marchini, Mitchell R. Ashkin, Melina Bellini, Margaret Man-Ger Sun, Matthew Lloyd Workentine, Hamza Malik Okuyan, Roman Krawetz, Frank Beier, Campbell Rolian

**Keywords:** chondrocytes, Na^+^/K^+^ ATPase, bone length, Longshanks, growth plate, endochondral ossification, chondrogenesis

## Abstract

The genetic and developmental mechanisms involved in limb formation are relatively well documented, but how these mechanisms are modulated by changes in chondrocyte physiology to produce differences in limb bone length remains unclear. Here, we used high throughput RNA sequencing (RNAseq) to probe the developmental genetic basis of variation in limb bone length in Longshanks, a mouse model of experimental evolution. We find that increased tibia length in Longshanks is associated with altered expression of a few key endochondral ossification genes such as *Npr3, Dlk1, Sox9,* and *Sfrp1*, as well reduced expression of *Fxyd2,* a facultative subunit of the cell membrane-bound Na^+^/K^+^ ATPase pump (NKA). Next, using murine tibia and cell cultures, we show a dynamic role for NKA in chondrocyte differentiation and in bone length regulation. Specifically, we show that pharmacological inhibition of NKA disrupts chondrocyte differentiation, by upregulating expression of mesenchymal stem cell markers (*Prrx1, Serpina3n*), downregulation of chondrogenesis marker *Sox9*, and altered expression of extracellular matrix genes (e.g., collagens) associated with proliferative and hypertrophic chondrocytes. Together, Longshanks and *in vitro* data suggest a broader developmental and evolutionary role of NKA in regulating limb length diversity.

## Introduction

The size and shape of skeletal elements, particularly of the limbs, is a key driver of adaptive radiation in mammals (Smith and Savage, 1956). How variation in the size and shape of limb elements originates in embryogenesis has been a major focus of evolutionary developmental biology (Müller, 1991). During limb embryogenesis, mesenchymal stem cells (MSCs) initially form condensations in which the cells eventually differentiate into chondrocytes (Karsenty et al., 2009). These cartilaginous condensations (anlagen) are subsequently replaced by bone through the process of endochondral ossification (Mackie et al., 2008). Longitudinal growth of the skeletal anlagen occurs within the growth plate, a highly organized structure that contains a stem cell niche (resting zone) (Abad et al., 2002), a transit-amplifying zone (proliferative zone), and a differentiation zone in which cells undergo hypertrophy, producing and remodeling extracellular matrix (hypertrophic zone) (Mackie et al., 2008). In the distal growth plate, the terminal fate of hypertrophic chondrocytes remains unclear: some undergo programmed cell death, leaving a degraded matrix which is invaded by vasculature and bone-forming osteoblasts at the metaphysis, while several recent cell fate mapping studies show that a portion of these cells can also transdifferentiate into osteoblasts (Zhou et al., 2014; Cervantes-Diaz et al., 2017). Heritable length variation within and among bones is thought to be a product of variation in the initial anlagen size (Sears et al., 2006; Sanger et al., 2011), in the cellularity and mitotic activity of the proliferative zone (Kember, 1993; Rolian, 2008; Marchini and Rolian, 2018), and/or in the rate and extent of hypertrophy in individual hypertrophic cells (Cooper et al., 2013; Rolian, 2020).

Growth plate organization is conserved across mammals despite extensive diversity in bone size and proportions both within and among species (Schmidt and Fischer, 2009). Such a high degree of conservation in cellular aspects of growth plate structure indicates that selectable variation in limb bone size and shape likely has its roots in subtle differences in the genetic regulation of growth plate development and function.

Progression of chondrocytes through the growth plate is tightly regulated by several well-characterized signaling pathways and gene regulatory networks (Karsenty et al., 2009; Belluoccio et al., 2010; Kozhemyakina et al., 2015). Chondrocytes of the resting zone are characterized by strong expression of early mesenchymal fate markers such as *Prrx1* and *Sox9* as well as *PTHrP* (Mizuhashi et al., 2018; Matsushita et al., 2020). As these chondrocytes enter the proliferative zone, *Prrx1* and *PTHrP* expression is reduced, and chondrocytes begin to produce extracellular collagen II and aggrecan as they arrange into columns, parallel to the direction of elongation (Leung et al., 2011). Initiation of hypertrophy is accomplished through increased expression of *Runx2* and *Mef2C*, as well as downregulation of *Sox9*, and is accompanied by a change in extracellular matrix components, most notably a shift in the predominant forms of collagen from *Col2* to *Col10* (Kozhemyakina et al., 2015). Spatial organization of this expression is controlled by several major signaling pathways, including hedgehog signaling (Ohba, 2016; Haraguchi et al., 2019), bone morphogenetic protein (BMP) signaling (Nilsson et al., 2007; Garrison et al., 2017), and Notch signaling (Mead and Yutzey, 2009b; Zieba et al., 2020). Although it is well understood how this signaling controls chondrocyte state, it is less clear how transitions between states are induced and executed at a molecular and cellular level, and how this can be finely modulated to produce normal variation in growth plate activity.

To understand how variation in gene expression in the growth plate can produce heritable variation in bone length, we characterized the transcriptome of the proximal tibial growth plate in the Longshanks mouse. The Longshanks mouse consists of two mouse lines (LS1 and LS2) selectively bred in parallel for increased tibia length relative to body mass (Marchini et al., 2014). After 20 generations of artificial selection, each Longshanks line shows a 13–15% increase in tibia length compared to a random-bred Control line on the same genetic background (CD-1) while retaining identical body masses (Castro et al., 2019). This increase in limb bone length is observable at birth (Farooq et al., 2017) and appears to be accomplished primarily through an increase in the number of proliferative chondrocytes as well as a faster turnover of the hypertrophic zone (Marchini and Rolian, 2018). Here we show that both Longshanks lines’ increased tibia length is associated with a molecular pathway that modulates activity of the Na^+^/K^+^ ATPase pump (hereafter NKA pump) by decreasing expression of its facultative gamma subunit, *Fxyd2*. Using tissue and micromass culture, we further demonstrate that modulation of the NKA pump disrupts chondrocyte differentiation and tibia growth, revealing a novel and important role for the NKA pump in controlling progression of chondrocytes through the growth plate.

## Materials and Methods

### Animal Samples

The study was approved by the University of Calgary Health Sciences Animal Care Committee (protocols AC13-0077, AC17-0026). Mice were humanely euthanized and immediately processed for tissue collection as required by each protocol (see further). We used mice from different generations of the Longshanks artificial selection experiment (Marchini et al., 2014) for each experiment (see further). The artificial selection experiment consists of two lines of mice selectively bred for increased tibia length with respect to body mass (LS1 and LS2) and a Control group of random-bred mice from the same genetic background (CD-1) (Marchini et al., 2014).

### RNA Sequencing

Three LS1 and three Control mice from different families in generation F13 were used for RNA sequencing at 14 days old. After euthanasia, tibiae from both hindlimbs of several LS1 and Control mice were dissected, measured and weighed. Then, we collected the proximal epiphysis of each tibia (consisting of the growth plate, metaphysis, articular cartilage and secondary ossification center), which were snap-frozen in liquid nitrogen. The two tibial proximal epiphyses from each mouse were pooled for total RNA extraction using the RNeasy mini kit (Qiagen). Before total RNA extraction, the frozen epiphyses were homogenized using a ball mill (Braun Mikro-Dismembrator S) at 2600 rpm for 60 s. The samples were then processed and sequenced at the Center for Mouse Genomics at the University of Calgary. Total RNA-Seq kits (Life Technologies) were used to obtain Poly-adenylated mRNAs only from the total RNA and then converted into bar-coded cDNA libraries. The cDNAs were size selected using Agencourt AMPure XP beads and then amplified using polymerase chain reaction (PCR) to obtain around 50 ng of 240–270 base pairs length cDNAs. Equal amounts of each library were pooled together. Using the EZ-Bead system (Life Technologies) magnetic sequencing beads were added to the libraries. A yield of 2.2 billion beads was obtained. The samples were then sequenced on a 5500xl Genetic Analyzer (Life Technologies) to generate 35–50 base paired-end reads.

### RNAseq Data Processing and Analysis

The reads were mapped to the GRCm38 mouse reference genome (Ensembl Release 84) using HISAT2 v2.0.2 (Kim et al., 2015). In HISAT2, the options “–ss” and “–exon” were selected and read counts were created using the software featureCounts v1.4.6. Read counts were analyzed using DESeq2 (Love et al., 2014), as proxies for gene expression differences between Control and LS1. We considered different expression of a transcript to be significant when the *p*-value, adjusted for false discovery rates, was less than 0.05. To identify functional groups of differently expressed genes we used SPIA (Tarca et al., 2009) and the “g raphite” R package (Sales et al., 2012) together with the Reactome database (Croft et al., 2014). For additional details on the RNAseq see https://ucvm-bio.shinyapps.io/Longshanks_RNA-seq/.

### Growth Plate Quantitative RT-PCR

To validate our RNAseq results, we analyzed the gene expression of the total growth plate (resting, proliferative and hypertrophic zones) of LS1, LS2 and Control using quantitative reverse transcriptase polymerase chain reaction (hereafter qPCR). After euthanasia, fifteen pairs of tibiae from 14-day old mice from generation F24 were dissected in each line (*n* = 45 mice total) and placed in RNAlater (Qiagen).

We dissected the proximal tibial total growth plate from both tibiae under a Zeiss stereomicroscope, and then snap-froze the growth plates in liquid nitrogen. We pooled the growth plates from three mice (six total proximal growth plates) to produce five biological replicates in each line, and homogenized them using a ball mill (Braun Mikro-Dismembrator S) at 2600 rpm for 60 s. We then isolated total RNA using RNeasy mini kit (Qiagen). The total RNA was then reverse transcribed in cDNA using High Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific). We added TaqMan Fast Advance Master Mix (Thermo Fisher Scientific) to the samples and qPCR analysis was performed using custom fast 96-well array plates (Thermo Fisher Scientific). The TaqMan assays used were: *Actb, C1qtnf3, Casp1, Col10a1, Col2a1, Ccnb1, Ccnd1, Dlk1, Efemp1, Epyc, Fas, Fgl2, Frzb, Fxyd2, Gdf10, Hapln1, Igf2, Ihh, Itga1, Matn3, Mest, Mmp13, Mpeg1, Ptgs2, Pthlh, Runx2, Serpina3n, Sfrp1, Sox9, Wnt5a*, *Anxa1, B2m, Bglap3, Bmp2, Casp3, Cox6b1, Ctsc, Gas5, Mb, Npr3, Parp9, Pdzk1ip1, Wisp3* (Supplementary Table S1). Genes were selected following an detailed literature review, in which we searched for genes of interest in combination with keywords including “chondrocyte,” “growth plate,” “cartilage,” “bone,” “cell proliferation,” “cell hypertrophy,” and “cell death.” The plates were read on QuantStudio 6 Flex Real-Time PCR System (Thermo Fisher Scientific) and cycle-to-threshold (CT) was calculated. For each 96 well plate containing 32 gene primers, we loaded one sample each for Control, LS1 and LS2. Three technical replicates were performed for the first two biological replicates. Because the technical replicates of the first two biological replicates were found to have standard deviation less than 0.25, for the other three biological replicates we performed only two technical replicates (standard deviation < 0.25). In total, we used five plates for the five biological replicates. Only one gene, *Bglap3*, had standard variation > 0.25 in all the plates’ wells, perhaps due to a manufacture defect of the custom 96-well plates. Outliers were identified using SPSS v25 and not considered in subsequent statistical analysis.

### Tibia Culture

We harvested embryos at embryonic stage E15.5 from timed pregnant CD1 females, and placed them in 1x phosphate buffered saline (PBS) on ice. The tibiae from a minimum of 14 embryos were dissected under a stereoscope (Olympus SZX12) and placed in culture media alpha-MEM with the addition of 0.05 g/L ascorbic acid, 0.108 g/ml β-glycerophosphate, 2 g/L bovine serum albumin, 1000 units/ml of pen-strep, 2.5 ml/L L-Glutamine (Agoston et al., 2007; Ulici et al., 2008). The media was changed every day for 6 days. The tibiae were cultured at 37°C and 5% CO_2_. For each embryo, one tibia was used as control and the contralateral element was used as experimental. The only difference between the control and the experimental bones was the daily addition of either ouabain octahydrate (Sigma) or monensin sodium salt hydrate (Sigma) in the media from the second day of culture. We used three different concentrations of ouabain, 100 µM (*n* = 5), 500 µM (*n* = 5) and 1 mM (*n* = 4), and their respective controls (*n* = 14 pooled), and three concentrations of monensin, 0.1 µM (*n* = 6), 1 µM (*n* = 5) and 10 µM (*n* = 6), and their respective controls (*n* = 17 pooled). After 6 days in culture the tibiae were removed from culture. Specimens were digitally photographed with a scale at day 0 and at day 6 under an Olympus SZX12 stereomicroscope using a camera SPOT Insight 2 and pictures were acquired with SPOT imaging software 5.1. We then took linear measurements of total tibia length using TPSdig2 (Rohlf, 2005). We then processed the tibia for histology or qPCR.

### Tibia Histology

At the end of the culture period, E15.5 tibiae were selected from control media and from treatments that had the greatest effect on longitudinal growth (1000 µM ouabain, 0.1 µM monensin), fixed in 10% NBF and decalcified using Cal-Ex IITM (Fisher Chemical). Tissues were then dehydrated, embedded in paraffin, and sectioned in the coronal plane at 4 µm. Sections were deparaffinized in xylene and hydrated. Tibia sections were stained using Wiegert’s Iron Haematoxylin (Sigma), 0.05% Fast-Green (FCF) (Sigma) and 0.1% Safranin-o solution (Sigma). The stained sections were imaged using a digital microscope (Axioplan 2, Zeiss) with attached camera (Optronics), using StereoInvestigator v7 or PictureFrame.

### Immunohistochemistry

Immunohistochemistry staining was performed as previously described (Marchini et al., 2019). Briefly, sections of embryonic tibiae that were treated with the highest concentrations of ouabain (500 and 1000 µM) were deparaffinized, treated with hydrogen peroxide (15 min, 3% in methanol), followed by membrane permeabilization and antigen retrieval (30 min, 0.1% Triton-X). Sections were then blocked with normal serum for an hour at room temperature and incubated overnight at 4°C with primary antibody (COLII 1:100, ab34712, AbCam; COLX 1:50, ab49945, AbCam; DLK1 1:50, 10636-1-AP, ProteinTech; FXYD2 1:20, 11198-1-AP, ProteinTech; KI67 1:100, ab15580, AbCam; NPR3 1:100, ab37617, AbCam; PRRX1 1:100, NBP1-06067, Novus Biologicals, RUNX2 1:400, ab192256, AbCam; SFRP1; 1:100, ab4193, AbCam; SOX9 1:300, AF3075, Bio-Techne). After washes, sections were incubated with HRP-conjugated secondary antibodies (SOX9 and PRRX1: Bio-Techne HAF109, 1:100; FXYD2 and RUNX2: AbCam ab6721; 1:100, COLX: AbCam ab205719, 1:200, all other primary antibodies: Novus Biologicals NB7160, 1:200) for an hour. Liquid diaminobenzene (DAB) substrate kit (Invitrogen or DAKO K346711) was used to detect primary antibodies and methyl green was used as a counterstain. The stained sections were imaged using a digital microscope (Axioplan 2, Zeiss) with attached camera (Optronics), using StereoInvestigator v7 (MBF BioScience, Williston, VT).

### Micromass Culture

E11.5 mouse embryos were dissected from timed pregnancies (Control line females). Fore- and hind limb buds were dissected on ice in Puck’s Saline A (PSA), and mesenchymal cells were dissociated in dispase (Dispase II, Sigma Aldrich) in chick serum at 37°C in an orbital shaker for 30–45 min. Cells were then resuspended in medium containing 36% Dulbecco’s Modified Eagle’s Medium (DMEM), 53% Ham’s nutrient mixture F12, 10% fetal bovine serum (FBS), 0.5% L-glutamine and 0.5% streptomycin-penicillin, and plated at high density (2 × 10^7^ cells/mL) in 10 µl droplets in 6-well culture plates (7 droplets/plate), with daily media changes as previously described (Stanton et al., 2004; James et al., 2005a; Woods et al., 2005), On day 3, media was supplemented with β-glycerophosphate and ascorbic acid to achieve final concentrations of 1 and 0.25 mM, respectively. Serial dilutions of ouabain (ouabain octahydrate, Sigma-Aldrich) or control vehicle (ddH_2_O) were introduced at 6, 8 or 10 days to the medium to achieve final concentrations of 1 µM, 10 µM, 100 µM and 1 mM ouabain. These time points were chosen to determine the impact of NKA pump inhibition at different stages of chondrocyte differentiation. Micromasses were harvested at selected time points for RNA extraction or histology (6, 8, 10 and 12 days post-plating, day 15 for histology).

### Micromass Histology

Micromasses harvested for histology at day 15 were washed and fixed in 3.7% neutral buffered formalin (NBF). After washes in PBS, the micromasses were treated with 0.2 M hydrochloric acid (HCl) and stained as follows: 0.1% Alcian Blue in 95% ethyl alcohol (EtOH) for 6.5 h, washed in 70% EtOH, 0.5% KOH for ∼6 min, 1% Alizarin Red S in PBS at PH = 6.3 for 16 h, washed in 70% EtOH, 95% EtOH and 2.0 M HCl. After staining, micromasses were stored and imaged in glycerol on a digital microscope (AxioPlan 2, Zeiss) with attached camera (Optronics), using Stereo Investigator v7 (MBF BioScience, Williston, VT).

### Embryonic Tibia and Micromass Quantitative RT-PCR

On selected harvest days, micromasses (6–8, 8–10, 10–12 and 6–12 days) and embryonic tibiae (day 6) were washed in PBS, and stored in Trizol at −80°C for further processing. Tissues were homogenized using 1.4 mm ceramic beads (VWR) with a Mini Bead Mill Homogenizer (VWR). Tissue in Trizol was then added to a Phasemaker tube (Thermo Fisher Scientific) following manufacturer’s protocol. Supernatant was removed and an equal volume of 70% ethanol was added. This was then added to RNEasy mini kit column (Qiagen) following the manufacturer’s protocol. The total RNA was then reverse transcribed in cDNA using High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific). We used TaqMan Fast Advance Master Mix (Thermo Fisher Scientific). In the tibia cultures, four tibiae from each concentration of ouabain and monensin, including controls, were used. Tibiae qPCR was performed using custom made fast 96-well plates with primers for 16 genes (Thermo Fisher Scientific). The 16 TaqMan assays were: *18S, Actb, Bmp2, Casp3, Col2, Col10, Dlk1, Efemp1, Fasl, Fxyd2, Gdf5, Ihh, Prrx1, Serpina3n, Sox9,* and *Wnt5a. Fasl* did not amplify in most of the runs and was therefore excluded from further analyses. For micromass culture, four wells per concentration of ouabain (each containing 7 masses) were used as biological replicates. qPCR was performed using 384-well and 96-well plate using the following TaqMan assays (Thermo Fisher Scientific): *Actb, Acan, Adamts5, Bcl2, Col2, Col10, Ihh, Mapk14, Mmp13, Runx2, Sox9.* The plates were used on QuantStudio 6 Flex Real-Time PCR System (Thermo Fisher Scientific) and cycle-to-threshold (CT) was calculated.

### Statistical Analyses

For growth plates, embryonic tibiae, and micromass qPCR, we first calculated the mean cycle-to-threshold (CT) of the technical replicates for each biological replicate. When we found high standard deviation (>0.5) in three technical replicates, we excluded the replicate driving the high deviation. Mean CT was then normalized using the CT of *Actb* expression in the same samples, as a housekeeping gene. Significance of differences in normalized gene expression (deltaCT values) in the growth plates of Control, LS1 and LS2, and in the E15.5 tibia cultures, was determined using ANOVA, followed by Bonferroni post-hoc test to evaluate pairwise differences in expression. For micromasses, significance of any differences in gene expression (expressed as deltaCT) was determined using linear mixed models (LMMs). We used a full factorial LMM with time point and treatment concentrations (ouabain or monensin) as categorical factors, and biological replicate as a random factor. Significance of pairwise post-hoc differences in individual gene expression in micromass assays was determined using Tukey’s honestly significant differences (HSD). All statistical analyses were performed using SPSS v25 (IBM Corp. Armonk, NY: IBM Corp), Matlab R2020a (Natick, MA.) or Statistica v.10 (StatSoft, Tulsa, OK), and were considered significant at *p* < 0.05.

## Results

### Differential Gene Expression Between Longshanks and Control Using RNA Sequencing and qPCR

To identify transcriptional differences associated with the Longshanks phenotype, we compared the gene expression profile of the proximal tibia between random-bred Control and the selectively bred LS1 at 14 days postnatal. 

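RNA was sequenced from the proximal tibial epiphyses of 3 Control and 3 LS1 mice, all 14 days old, and each library came from 1 mouse whose epiphyses were pooled. LS1 is a Longshanks line bred for tibiae that are long relative to body mass, and Control is the random-bred line kept beside it. The libraries were made from polyadenylated RNA, so the values cover mature transcripts of cartilage, bone and marrow around the growth plate together. The authors mapped the reads to GRCm38 with the annotation of Ensembl release 84 using HISAT2 2.0.2, and counted them per gene with featureCounts 1.4.6. The deposited values are these counts divided by 1 size factor per library, which was equal to the median-of-ratios factor of DESeq2. Within each library 100% of the values were whole multiples of the value of 1 read, which ranged from 0.870 in LS1 replicate 2 to 1.11 in Control replicate 2, so the read counts were recovered by division. In Control replicate 1 this step was too close to 1 to tell recovered reads from rounded values with certainty. The recovered totals ran from 68803249 to 76581954 reads in Control (median 70601296) and from 82227711 to 88745366 in LS1 (median 83544359), so every LS1 library was deeper than every Control library. The 10 most abundant genes took 13.5% to 16.3% of the reads of a library. Replicates of a group differed by far more than read sampling gives (chi-square per degree of freedom 42.9 to 164), and each was kept as a separate sample. Expression was compared on log2(normalized count + 1) with limma, using a mean-variance trend and robust variance moderation. The p-values were adjusted by the Benjamini-Hochberg method. A fold change on this scale understates the change of genes with low counts. The paper's text does not state whether the counting used strand, so an overlap with an antisense gene is given as a limit on the genes of Table 1.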

Gene expression data were generated using bulk transcriptomic sequencing (RNAseq, see *Material and Methods* for details). A total of 19,354 genes and their transcript abundance were mapped using HISAT2(Kim et al., 2015). 

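The deposited table lists 47729 genes by Ensembl identifier. Between 31243 genes in Control replicate 3 and 32298 genes in LS1 replicate 1 had at least 1 read. A mean of at least 20 reads over the 6 libraries was reached by 19308 genes, and these were tested. The copy of Supplementary Table S2 used here holds 1999 genes, against the 19354 that the paper reports, so no overlap with that table was tested.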

We then compared the read counts between Control and LS1 using DESeq2 (Love et al., 2014). We found 421 genes that were differentially expressed between Control and LS1 (adjusted *p*-value *p* < 0.05) (Supplementary Table S2). 

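Of the genes tested, 14 had an adjusted p-value under 0.05 from limma, with 2 higher and 12 lower in LS1. An unadjusted p-value under 0.05 was reached by 2499 genes. The choice of test moved this number most. On the recovered reads, DESeq2 with its default settings called 459 genes at the same threshold, 277 of them higher in LS1, and all 14 genes called by limma were among them. DESeq2 with moderated fold changes called 390 genes, 228 of them higher. The largest increase among the 14 genes was that of *Tpm3-rs7* (ENSMUSG00000058126), on chromosome 14 of GRCm38 from 113314608 to 113316754. Its normalized counts were 494.5 ± 27.6 (SD, n = 3 mice) in Control and 5298 ± 172 (SD, n = 3) in LS1, a log2 fold change of 3.42 (standard error 0.14, adjusted p = 1.23e-06 from limma). *Tpm3-rs7* is a related sequence of *Tpm3*, and reads of one gene can be counted on the other. *Rims2* had a log2 fold change of 2.94 (standard error 0.42, adjusted p = 0.0332 from limma). The largest decrease was that of *Gm43038*, an annotated pseudogene on chromosome 5, with 192 ± 58.2 normalized counts (SD, n = 3) in Control. All LS1 libraries were under 3 reads there, at least 69.7-fold lower. *Zfp979* and *Tac2* had log2 fold changes of -2.18 and -1.93 (adjusted p = 0.0408 and 0.0488 from limma). The pseudogenes *Gm14681* and *Gm14150* had log2 fold changes of -3.42 and -2.07 (adjusted p = 0.00100 and 0.00460 from limma), and their reads can be shared with the parent genes.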

An interactive database for comparing expression of all genes among Longshanks 1 and Control growth plate samples is available at the following website: https://ucvm-bio.shinyapps.io/Longshanks_RNA-seq/.

From our initial list of 421 differentially expressed genes, we then identified and selected 42 genes with both known and unknown roles in endochondral ossification for validation with qPCR using complete growth plate tissue, based on a literature review (see *Materials and Methods* section for details) (Table 1). This allowed us to compare broadly between LS1 and LS2, and limit our comparisons to differences in gene expression to the growth plate alone, rather than including tissues of the bone front, epiphysis, and joint surface included in the transcriptomic analysis. 

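Table 1 holds 42 genes, of which 33 carry an arrow for the RNAseq comparison. Each of these 33 genes changed in the direction of its arrow, both in the limma comparison and under each of the 25 alternative settings run on the gene tests. With adjustment over all genes tested, 0 of the 33 genes had an adjusted p-value under 0.05 from limma, and 33 had an unadjusted p-value under 0.05. All 33 passed when adjusted over the list alone. The study chose the list on these samples, so the latter count is not independent evidence. The setting that moved the count most was the test, since DESeq2 on the recovered reads called all 33 with default settings and with moderated fold changes. Without LS1 replicate 3, limma called 23 of them.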

We used *Actb* as our reference gene to calculate the difference in PCR cycles-to-thresholds (ΔCT) and relative quantification (fold-change) (James et al., 2005b; Stephens et al., 2011).

**TABLE 1:** Genes validated using qPCR.

Symbol	Description	RNAseq and qPCR			Function
**Genes from RNAseq analysis with known function(s) in the growth plate**					
*Hapln1*	Hyaluronan and proteoglycans link protein 1	↑	LS1	1.0 (0.9–1.2)	Constituent of extracellular matrix (ECM) in resting zone
			LS2	1.1 (0.9–1.2)	
*Igf2*	Insulin like growth factor 2	↑	LS1	1.2 (1.0–1.5)	Growth factor expressed in proliferating chondrocytes
			LS2	1.2 (1.0–1.5)	
*C1qtnf3*	C1q and tumor necrosis factor Related Protein 3	↑	LS1	1.1 (0.8–1.5)	Regulates proliferation and migration of proliferative chondrocytes
			LS2	1.2 (0.8–1.7)	
*Dlk1*	Delta like non-canonical notch ligand 1	↑	LS1	1.7* (1.3–2.1)	Regulates proliferation and differentiation of proliferative chondrocytes
			LS2	2.0* (1.5–2.6)	
*Epyc*	Epiphycan	↑	LS1	1.0 (0.9–1.2)	ECM constituent involved in cartilage development and maintenance
			LS2	1.1 (0.9–1.4)	
*Frzb*	Frizzled-related protein	↑	LS1	0.8 (0.6–1.0)	Regulates chondrocyte maturation
			LS2	1.0 (0.8–1.4)	
*Sfrp1*	Secreted frizzled related protein 1	↑	LS1	1.2 (1.0–1.4)	Wnt antagonist, inhibits hypertrophic differentiation
			LS2	1.3* (1.1–1.6)	
*Fgl2*	Fibrinogen like 2	↑	LS1	1.1 (0.8–1.4)	Hypertrophic marker
			LS2	1.3 (1.0–1.7)	
*Matn3*	Matrilin 3	↑	LS1	1.1 (0.8–1.4)	ECM protein constituent
			LS2	1.1 (0.8–1.6)	
*Npr3*	Natriuretic peptide receptor 3	↑	LS1	0.5* (0.4–0.6)	Delays chondrocyte hypertrophy
			LS2	0.6* (0.4–0.8)	
*Wisp3*	WNT1 inducible signalling pathway 3	↑	LS1	1.0 (0.7–1.3)	Inhibits chondrocyte hypertrophy
			LS2	1.2 (0.9–1.7)	
*Bglap3*	Bone gamma-carboxyglutamate protein 3	↓	LS1	0.3* (0.2–0.4)	Osteoblast hormone, regulates bone metabolism and energy homeostasis
			LS2	**0.5° (0.3–0.9)**	
*Gdf10*	Growth differentiation factor 10	↑	LS1	1.3 (1.1–1.5)	Inhibits BMP signaling in the proliferative zone
			LS2	1.1 (0.9–1.4)	
*Runx2*	Runt related transcription factor 2	↑	LS1	0.9 (0.7–1.1)	Promotes hypertrophic chondrocyte differentiation
			LS2	1.2 (1.0–1.4)	
*Wnt5a*	Wnt family member 5a	↑	LS1	0.9 (0.8–1.1)	Initiates chondrocyte hypertrophy
			LS2	**0.8 (0.7–0.9)**	
*Col10a1*	Collagen type X alpha 1 chain	↑	LS1	0.8 (0.5–1.2)	Cartilage ECM constituent, expressed in hypertrophic zone
			LS2	0.9 (0.5–1.6)	
*Mest*	Mesoderm specific transcript	↑	LS1	0.9 (0.8–1.1)	Regulates proliferation and differentiation of proliferative chondrocytes
			LS2	1.1 (0.9–1.5)	
**Genes from RNAseq analysis with unknown function(s) in the growth plate**					
*Fas*	Fas cell surface death receptor	↑	LS1	1.3 (0.8–2.2)	Promotes programmed cell death
			LS2	1.5 (1.0–2.4)	
*Anxa1*	Annexin A1	↑	LS1	1.3 (0.9–1.8)	Promotes programmed cell death
			LS2	1.2 (0.7–1.8)	
*B2m*	Beta-2-microglobulin	↑	LS1	0.9 (0.7–1.0)	Promotes osteoclastogenesis
			LS2	0.9 (0.8–0.9)	
*Fxyd2*	FXYD domain containing ion transport regulator 2	↓	LS1	0.4* (0.3–0.5)	Regulates efficiency of the Na^+^/K^+^ ATPase pump
			LS2	0.3* (0.3–0.4)	
*Mb*	Myoglobin	↓	LS1	1.1 (0.8–1.5)	Promotes programmed cell death
			LS2	1.0 (0.7–1.4)	
*Efemp1*	EGF containing fibulin like extracellular matrix protein 1	↑	LS1	1.1 (0.8–1.4)	ECM constituent in resting zone
			LS2	1.2 (1.0–1.5)	
*Itga1*	Integrin subunit alpha 1	↑	LS1	0.9 (0.7–1.1)	Regulates mesenchymal stem cell proliferation
			LS2	0.9 (0.8–1.1)	
*Ptgs2*	Prostaglandin-endoperoxide synthase 2	↑	LS1	0.9 (0.6–1.3)	Inhibits cell proliferation and induces programmed cell death
			LS2	0.7 (0.5–0.9)	
*Casp1*	Caspase 1	↑	LS1	1.0 (0.6–1.5)	Promotes programmed cell death
			LS2	0.7 (0.5–1.0)	
*Mpeg1*	Macrophage expressed 1	↑	LS1	1.4 (0.6–3.6)	Marker of activated macrophages involved in immune response to bacterial infection
			LS2	0.6 (0.5–0.8)	
*Serpina3n*	Serpin family A member 3n	↑	LS1	1.2 (0.9–1.5)	Regulates cell growth and apoptosis
			LS2	1.3 (1.1–1.5)	
*Parp9*	Poly (ADP-Ribose) polymerase family member 9	↑	LS1	1.1 (1.0–1.2)	Promotes macrophage activation
			LS2	**1.2 (1.0–1.4)**	
*Gas5*	Growth arrest specific 5	↓	LS1	**0.6° (0.4–1.0)**	Promotes programmed cell death
			LS2	0.8 (0.6–1.1)	
*Pdzk1ip1*	PDZK1 interacting protein 1	↓	LS1	1.0 (0.8–1.3)	Inhibits programmed cell death
			LS2	1.4 (1.0–1.9)	
*Cox6b1*	Cytochrome C oxidase subunit 6B1	↓	LS1	1.0 (0.6–1.5)	Involved in mitochondrial respiration
			LS2	1.0 (0.6–1.6)	
*Ctsc*	Cathepsin C	↑	LS1	1.1 (0.9–1.4)	Induces programmed cell death
			LS2	1.1 (0.9–1.3)	
**Genes not differentially expressed from RNAseq analysis**					
*Sox9*	SRY-box 9	=	LS1	**0.7° (0.5–1)**	Delays chondrocyte hypertrophy
			LS2	0.6* (0.5–0.7)	
*Col2a1*	Collagen type II alpha 1 chain	=	LS1	0.9 (0.6–1.4)	Cartilage ECM constituent in proliferative zone
			LS2	0.9 (0.5–1.7)	
*Ihh*	Indian hedgehog	=	LS1	0.9 (0.6–1.4)	Stimulates chondrocyte proliferation
			LS2	1.0 (0.6–1.6)	
*Mmp13*	Matrix metallopeptidase 13	=	LS1	0.9 (0.7–1.1)	ECM proteinase expressed in hypertrophic zone
			LS2	0.9 (0.7–1.1)	
*Bmp2*	Bone morphogenetic protein 2	=	LS1	0.9 (0.7–1.0)	Stimulates chondrocytes hypertrophy
			LS2	0.9 (0.8–0.9)	
*Pthlp*	Parathyroid hormone-like hormone	=	LS1	1.1 (1.0–1.4)	Inhibits chondrocyte hypertrophy
			LS2	1.3 (1.0–1.7)	
*Casp3*	Caspase 3	=	LS1	1.0 (0.6–1.6)	Promotes programmed cell death
			LS2	1.2 (0.7–1.9)	
*Ccnd1*	Cyclin D1	=	LS1	0.8 (0.6–1)	Increases proliferation through the G1 phase
			LS2	0.8 (0.6–0.9)	
*Ccnb1*	Cyclin B1	=	LS1	1.3 (1.0–1.7)	Cell proliferation: G2/M phase marker
			LS2	1.1 (0.9–1.2)	

↑ indicates upregulation in RNAseq.

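An upward arrow marks 27 genes, whose log2 fold changes ran from 0.55 to 2.11 with a median of 0.88. Their adjusted p-values from limma lay between 0.105 and 0.329. In 25 of the 27 genes all LS1 libraries were above all Control libraries. The study picked these genes, and those with a downward arrow, from the same libraries, so the 10% of genes without overlap that chance gives is no reference for them. The exceptions were *Mpeg1* and *Parp9*, in which LS1 replicate 3 was within the range of Control. *Fgl2* increased most, from 758 ± 108 normalized counts (SD, n = 3) in Control to 3631 ± 1915 (SD, n = 3) in LS1, with an adjusted p of 0.167 from limma. *Igf2*, on chromosome 7 of GRCm38 from 142650766 to 142666816, had a log2 fold change of 0.82 (standard error 0.17, adjusted p = 0.142 from limma). *Igf2*, *Epyc*, *Npr3*, *Runx2*, *Wnt5a*, *Col10a1*, *Mest*, *Parp9* and *Wisp3* (listed as *Ccn6* in the annotation) overlap a gene on the opposite strand.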

↓ indicates downregulation in RNAseq method.

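A downward arrow marks 6 genes, whose log2 fold changes ran from -1.91 to -0.78 with a median of -1.26. Their adjusted p-values from limma lay between 0.0671 and 0.258, and in 6 of 6, picked by the study from the same libraries, all LS1 libraries were below all Control libraries. *Gas5* had the smallest adjusted p, with 29421 ± 2581 normalized counts (SD, n = 3) in Control and 15926 ± 2641 (SD, n = 3) in LS1. Across the fits that each left out 1 library, the adjusted p of *Gas5* from limma ran from 0.00508 to 0.247. *Gas5* contains small nucleolar RNA genes on the same strand. *Mb* fell by 1.38 on the log2 scale (standard error 0.30, adjusted p = 0.159 from limma) and overlaps genes on the opposite strand. *Bglap3* fell by 1.27 (standard error 0.35), and its reads can be split with its near-identical neighbours *Bglap* and *Bglap2*.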

= indicates no difference in expression.

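No difference is marked for 9 genes, whose log2 fold changes ran from -0.37 to 0.76. With limma, 0 of the 9 had an adjusted p-value under 0.05 and 3 had an unadjusted p-value under 0.05, namely *Ccnd1*, *Pthlh* and *Sox9*. *Ccnd1* had 2381 ± 111 normalized counts (SD, n = 3) in Control and 3192 ± 248 (SD, n = 3) in LS1, and it overlaps a gene on the opposite strand. *Pthlh* had 101.6 ± 17.8 normalized counts (SD, n = 3) in LS1, and its standard error of 0.29 was the largest of the 9 genes. *Sox9* had a log2 fold change of 0.48 with LS1 replicate 3 within the range of Control, and it passed the adjusted threshold of limma only when LS1 replicate 3 was left out.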

LS1 indicates Longshanks Line 1 (*n* = 5 biological replicates).

LS2 indicates Longshanks Line 2 (*n* = 5 biological replicates).

The number after LS1 and LS2 indicates the fold change from qPCR results using the delta-deltaCT method, with 95% confidence intervals estimated from the difference in means and standard deviations of deltaCT in Longshanks and Controls. Bold font and asterisk indicate statistically significant differences from the Control line (*n* = 5 biological replicates) mean at *p* < 0.05, while bold font and circle indicates *p*-value *p* < 0.1 (ANOVA on deltaCT values, Bonferroni post-hoc correction).

Only a few genes were differentially expressed in the Longshanks growth plate (*Fxyd2, Dlk1, Npr3, Bglap3, Sfrp1* and *Sox9*) (Table 1, Supplementary Table S3). Of these, only *Fxyd2*, *Dlk1*, and *Npr3* are differentially expressed in both Longshanks lines. Significant differences in *Bglap3* (osteocalcin)*, Sfrp1* and *Sox9* are found in only one of the two lines, although in each case the other line shows a similar directionality in the change in mean expression relative to Controls. The greatest observed difference in relative quantification (fold-change) was downregulation of expression in *Fxyd2*, which was estimated to be 0.4 times as high in LS1 and 0.3 in LS2 relative to Controls (Table 1). *Fxyd2* is a facultative gamma subunit of the Na^+^/K^+^ ATPase pump (NKA pump) which modulates cation affinity of the pump (Geering, 2008), but a role in endochondral ossification has not previously been described.

Immunohistochemical analyses in proximal tibia epiphyses indicate that FXYD2 protein is localized primarily to the proliferative zone and articular cartilage in a spatial pattern that largely overlaps with expression of the chondrogenic transcription factor SOX9, (Supplementary Figure S1). *Sox9* is also significantly downregulated in LS2, with a similar trend observed in LS1. Immunostaining against SOX9 and FXYD2 appears to be weaker and more sparse in Longshanks vs. Control growth plates (Supplementary Figures S2A,B) (Agoston et al., 2007). *Dlk1* is upregulated, whereas *Npr3* is downregulated in both LS lines. Immunostaining against NPR3 suggests that this protein is less abundant in the proliferative zone in Longshanks (Supplementary Figure S2C), while DLK1 shows more intense staining in the resting zone, and in the proliferative zone including potentially its ECM (Supplementary Figure S2D). Finally, *Sfrp1* is upregulated in LS2, with a similar trend in LS1, however immunostaining against SFRP1 did not show any substantive differences in abundance between Control and Longshanks (Supplementary Figure S2E).

### Inhibition of the NKA Pump Affects Bone Growth and Chondrocyte Differentiation in Tibia Organ Cultures

Given the marked differential expression of the facultative NKA subunit *Fxyd2* in our analysis of transcription in the Longshanks growth plate, we asked whether alterations in NKA function would impact cellular mechanisms of endochondral ossification. Specifically, we hypothesized that changing the functionality of the NKA pump would affect differentiation and/or relevant physiological processes such as cell swelling/hypertrophy, in growth plate chondrocytes. To test this, we cultured tibiae from E15.5 embryos, as well as limb bud micromasses (see below), in the presence of the cardiac glycoside ouabain (Nguyen et al., 2007; Sandtner et al., 2011), a known pharmacological inhibitor of the NKA pump. Tibiae treated with 100 µM ouabain and control media increased in length by 40–50% over the 6 days, whereas the tibiae treated with 1000 and 500 µM ouabain increased in length by only ∼15–16% (Figure 1, Supplementary Figure S3, Supplementary Table S4). Hence, NKA inhibition by ouabain was sufficient to suppress longitudinal growth of mouse fetal tibiae in culture.

**FIGURE 1:**
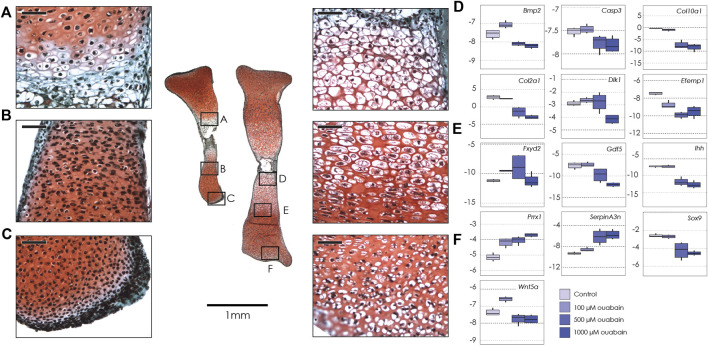
Tibiae cultured in ouabain octahydrate. Left: sections of two tibiae from a single E15.5 mouse fetus cultured in 1 mM ouabain **(left)** and control media **(right)**, stained with fast green and safranin-o. Black boxes show magnification of hypertrophic chondrocytes (**A**, 1 mM ouabain; D, control); proliferative and pre-hypertrophic chondrocytes (**B**, 1 mM ouabain; **E**, control) and epiphyseal/articular cartilage (**C**, 1 mM ouabain; **F**, control) Scale bar for magnified areas = 50 µm. Right: Boxplots of negative ΔCT for each gene (*y*-axis, where increasingly negative values represent lower expression levels relative to the housekeeping gene *Actb*), tested at different concentrations of ouabain octahydrate (0 µM or control, 100 µM, 500 µM and 1 mM). Sample size *n* = 4 for all concentrations. For clarity, significant differences between ouabain and vehicle concentrations within gene are not shown, but are reported in Table 2.

Given the reduced longitudinal growth, we asked if, and how, treatment with ouabain had induced changes in the structure of the nascent growth plate. Histology showed that in tibiae treated with 1000 and 500 µM ouabain, the growth plate did not have a typical proliferative zone with flattened cell columns when compared to 100 µM ouabain and control media (Figure 1A). Moreover, proliferative and hypertused previously to counteractrophic chondrocytes were fewer in number in tibiae treated with 1000 µM ouabain (Figures 1A,D). In addition, in the region immediately distal to the hypertrophic cells, the chondrocytes were present at lower density, with smaller cytosolic spaces than in control tibiae. Similarly, cells in the distal epiphysis and articular cartilage of tibiae treated with 1000 µM are small and rounded, without the presence of cytosolic space observed in the chondrocytes in the same region in tibiae cultured in control media (Figures 1C,F). These data suggest that inhibition of the NKA pump with ouabain inhibits longitudinal growth, potentially by disrupting progression, differentiation and possibly hypertrophy of chondrocytes in the growth plate and articular cartilage.

As ouabain appears to interfere with chondrocyte proliferation, hypertrophy and/or differentiation, we hypothesized that disruption of the NKA pump’s activity might interfere with expression of genes with known function in the growth plate, including genes that are differentially expressed in Longshanks (Table 1). We collected RNA from whole tibiae cultured in different concentrations of ouabain and quantified the expression of key genes related to chondrogenesis and growth plate function by qPCR (Table 2 and Supplementary Table S5). We found that ouabain affects the expression of chondrogenesis genes in a dose-dependent manner. Culture of tibiae in high concentrations of ouabain increased expression of the MSC marker *Prrx1* (ten Berge et al., 1998), although its expression is more sensitive to ouabain and increases even at a concentration of 100 µM. Conversely, proliferative (*Sox9, Dlk1, Col2a1*), pre-hypertrophy (Ihh), and hypertrophy markers (*Bmp2, Col10a1, Gdf5*) were downregulated (Coleman and Tuan, 2003; Harkness et al., 2009; Shu et al., 2011; Usami et al., 2016).

**TABLE 2:** Gene expression in tibia culture using qPCR.

Symbol	Gene name	Ouabain FC	Monensin FC	Function
*Bmp2*	Bone morphogenetic protein2	**1.41 (1.15–1.73)**	0.87 (0.59–1.28)	Stimulates chondrocyte hypertrophy
		**0.69 (0.58–0.83)**	***0.47 (0.34–0.65)***	
		**0.64 (0.53–0.77)**	1.25 (0.81–1.93)	
*Casp3*	Caspase 3	1.03 (0.95–1.12)	1.07 (0.79–1.45)	Promotes programmed cell death
		0.84 (0.73–0.97)	*0.53 (0.38–0.74)*	
		0.81 (0.72–0.92)	*0.55 (0.41–0.74)*	
*Col10a1*	Collagen type X alpha 1 chain	0.64 (0.47–0.88)	***0.05 (0.01–0.28)***	Major cartilage ECM protein, preferentially expressed in hypertrophic zone
		***0.007 (0.002–0.021)***	***0.001 (0.001–0.001)***	
		***0.004 (0.001–0.011)***	***0.014 (0.003–0.06)***	
*Col2a1*	Collagen type II alpha 1 chain	0.75 (0.51–1.1)	0.53 (0.26–1.09)	Major cartilage ECM protein, preferentially expressed in proliferative zone
		***0.05 (0.02–0.15)***	***0.002 (0.001–0.003)***	
		***0.02 (0.01–0.03)***	***0.06 (0.02–0.17)***	
*Dlk1*	Delta like non-canonical notch ligand 1	1.2 (1–1.43)	0.73 (0.52–1.03)	Regulates proliferation and differentiation of proliferative chondrocytes
		1.09 (0.66–1.8)	***0.02 (0.01–0.04)***	
		***0.42 (0.32–0.56)***	***0.22 (0.14–0.32)***	
*Efemp1*	EGF containing fibulin like extracellular matrix protein 1	***0.4 (0.3–0.52)***	0.6 (0.34–1.05)	ECM constituent in resting zone and articular cartilage
		***0.18 (0.14–0.23)***	***0.13 (0.06–0.32)***	
		***0.24 (0.16–0.37)***	***0.06 (0.02–0.19)***	
*Fxyd2*	FXYD domain containing ion transport regulator 2	***3.21 (2.73–3.76)***	***2.74 (1.5–5)***	Modulates efficiency of the Na^+^/K^+^ ATPase pump
		***4.87 (1.06–22.4)***	***5.53 (3.23–9.46)***	
		0.97 (0.44–2.11)	***5.39 (2.96–9.84)***	
*Gdf5*	Growth differentiation factor 5	1.16 (0.65–2.07)	**2.53 (0.53–12.14)**	Regulates condensation and differentiation of chondrogenic precursors
		***0.22 (0.07–0.73)***	***0.04 (0.01–0.14)***	
		***0.05 (0.03–0.08)***	***0.07 (0.02–0.28)***	
*Ihh*	Indian hedgehog	0.96 (0.71–1.29)	**0.25 (0.09–0.67)**	Stimulates chondrocyte proliferation
		**0.04 (0.02–0.09)**	***0.01 (0.01–0.02)***	
		**0.02 (0.01–0.04)**	***0.03 (0.01–0.1)***	
*Prrx1*	Paired related homeobox 1	*1.97 (1.54–2.52)*	1.44 (0.96–2.16)	Mesenchymal stem cell marker
		***2.16 (1.71–2.73)***	1.14 (0.91–1.42)	
		***2.71 (2.28–3.23)***	0.82 (0.6–1.11)	
*Serpina3n*	Serpin family A member 3	1.67 (1.27–2.19)	***14.84 (9.74–22.62)***	Regulates cell growth and apoptosis
		***9.09 (3.54–23.39)***	1.23 (0.89–1.7)	
		***11.95 (6.57–21.73)***	***0.31 (0.18–0.52)***	
*Sox9*	SRY-box 9	0.94 (0.78–1.12)	0.75 (0.44–1.27)	Inhibits chondrocyte hypertrophy
		***0.32 (0.16–0.61)***	***0.19 (0.13–0.27)***	
		***0.25 (0.21–0.31)***	**0.49 (0.32–0.75)**	
*Wnt5a*	Wnt family member 5a	*1.73 (1.47–2.04)*	0.9 (0.55–1.48)	Inhibits chondrocyte hypertrophy
		0.77 (0.6–0.99)	***0.29 (0.22–0.39)***	
		0.76 (0.61–0.94)	***0.18 (0.11–0.29)***	

Relative quantification or fold changes (FC) in tibiae treated with 100, 500 and 1000 µM ouabain (*n* = 4 each), and 0.1, 1 and 10 µM monensin (*n* = 4 each), listed in increasing order. Values are mean fold-change in relation to control tibiae, with 95% confidence intervals estimated from the difference in means and standard deviations of deltaCT in treatment and control. Bold font when there is a minimum of two-fold change (FC) (<0.5 downregulation, >2 upregulation compared to control). Italic font indicates statistically significant difference between treatment concentration and control media at *p* < 0.05 (ANOVA on deltaCT values, Bonferroni post-hoc).

Markers of cells from the articular cartilage of the joint surface (*Efemp1, Gdf5*) also appear to be downregulated, consistent with the undifferentiated appearance of the chondrocytes of the joint surface (Figures 1C,F) (Coleman and Tuan, 2003; Hasegawa et al., 2017). We also found an increase in expression of *SerpinA3n*. SerpinA3 protease inhibitors (anti-chymotrypsins) have been shown to be expressed in chondrocytes, where they may regulate both extracellular matrix turnover and cell differentiation (Boeuf et al., 2008). Ouabain at any concentration does not appear to increase expression of the cell death marker *Casp3* (Porter and Jänicke, 1999). Interestingly, expression of *Wnt5a* and *Bmp2* appears to be upregulated at low concentrations of ouabain, suggesting a dynamic transcriptional response to NKA pump inhibition. Expression of *Fxyd2* does not show clear directional change across treatments, suggesting that inhibition of the NKA pump does not control expression of this facultative protein.

Next, we validated the qPCR data with immunostaining against selected proteins. The most consistent differences in protein expression between control and ouabain-treated tibiae were seen in the low-density band of cells adjacent to the hypertrophic chondrocytes in the treated tibiae, and in their epiphyses (Supplementary Figure S4). In the low cell density zone, several proteins associated with both proliferation (KI67, SOX9, COLII, NPR3, SFRP1, DLK1 Supplementary Figures S4A–F) and hypertrophy (RUNX2, COLX, Supplementary Figures S4G,H) are present. Immunostaining patterns in this zone are most similar to the pre-hypertrophic zone in the control tibia, suggesting that the chondrocytes in this region may be transitional. Strong immunostaining against the mesenchymal stem cell marker PRRX1 in this zone in ouabain-treated tibiae further suggests that these cells maintain or perhaps regain some pluripotency (Supplementary Figure S4I). In the epiphyses of control tibiae, all tested proteins are detected except for RUNX2 (Supplementary Figure S4G). In contrast, only COLII, COLX and FXYD2 are detected in the ouabain-treated epiphyses (Supplementary Figures S4C,H,J). The smaller lacunae and absence of most tested proteins suggests the cells in the treated epiphyses are undifferentiated, or at least not as metabolically active as they are in control tibiae. While Collagens II and X proteins are detected in the treated epiphysis, the staining is reduced compared to Control tibiae, consistent with the observed qPCR data. FXYD2 protein is present in the lower hypertrophic zone and epiphysis in control tibiae, but only in the transitional cells in the treated tibia, and in its epiphysis (Supplementary Figure S4J).

To further elucidate the potential function of NKA pump activity in chondrocytes, we performed a complementary experiment in which we sought to stimulate the pump in tibia culture. Stimulation of the pump can be achieved indirectly through increasing Na^+^ intracellularly using the ionophorous antibiotic monensin (Hatou et al., 2010; Mendoza et al., 1980; Petersson et al., 2006; Phornphutkul et al., 2006; Mounier and Posner, 2006), which has been used previously to counteract the effects of ouabain (Picton et al., 2017).

We used three different concentrations of monensin: 0.1, 1, and 10 µM. As in the ouabain cultures, control tibiae increased in length by ∼40% over 6 days in culture. In contrast, all tibiae treated with monensin increased in length by ∼25%, irrespective of the monensin concentration, suggesting that there is no dose dependence of monensin on tibia growth response, at least not in the range of concentrations tested (0.1–10 µM) (Supplementary Figure S3, Supplementary Table S4). Histological sections show that tibiae cultured in monensin have a disorganized growth plate without a clear proliferative zone with flat cells organized into columns. In contrast, the articular cartilage and the hypertrophic zone are not as strongly affected (Figure 2).

**FIGURE 2:**
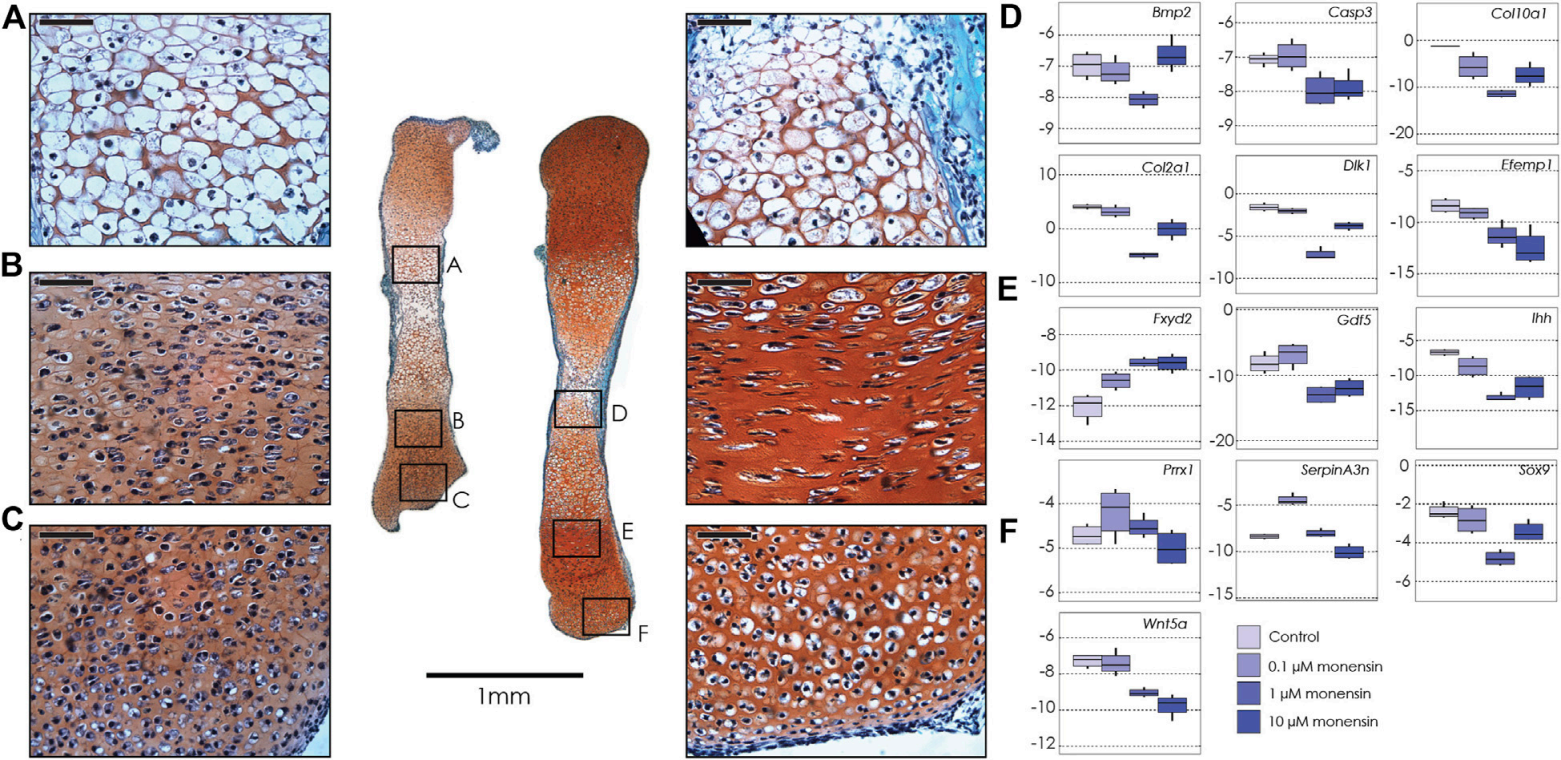
Tibiae cultured in monensin. Left: Sections of two tibiae from a single E15.5 mouse fetus cultured in 0.1 µM monensin **(left)** and control media **(right)**, stained with fast green and safranin-o. Black boxes show magnification of hypertrophic chondrocytes (**A**, 0.1 µM monensin; **D**, control); proliferative chondrocytes (**B**, 0.1 µM monensin; **E**, control) and articular cartilage (**C**, 0.1 µM monensin; **F**, control). Scale bar for magnified areas = 50 µm. Right: Boxplots of negative ΔCT for each gene (*y*-axis, where increasingly negative values represent lower expression levels relative to the housekeeping gene *Actb*), tested at different concentrations of monensin (0 µM or control, 0.1, 1 and 10 µM). Sample size *n* = 4 for all concentrations. For clarity, significant differences between ouabain and vehicle concentrations within gene are not shown, but are reported in Table 2.

As in the tibiae cultured with ouabain, we collected RNA from whole tibiae and used qPCR to quantify the expression of the same genes (Table 2, Supplementary Table S6). We found that, similarly to ouabain, monensin affects the expression of chondrogenesis genes. Unlike ouabain cultures, however, the relationship between monensin dose and gene expression appears to be less linear. For example, both *Col2a1* and *Col10a1* are downregulated, as well as proliferative markers (*Sox9, Dlk1*) and hypertrophy markers (*Bmp2, Gdf5*), but the effect of monensin on differential expression of these genes is greatest at an intermediate concentration (1 µM). Markers of cells from the articular cartilage of the joint surface (*Efemp1, Gdf5*) also appear to be downregulated along with *Wnt5a*, which promotes chondrocyte columnar organization and hypertrophic differentiation. As with ouabain, monensin does not appear to increase the cell death marker *Casp3*. There are a few notable differences in gene expression between tibiae cultured in ouabain and monensin: in the latter, *Fxyd2* is upregulated in all concentrations; *Serpina3n* is upregulated at low dosage while downregulated at higher concentrations of monensin; and *Prrx1* is not differentially expressed. These data suggest that activation of the NKA pump using monensin has an inhibitory effect on tibia growth, but this may not be mediated through mesenchymal cell differentiation.

### Inhibition of the NKA Pump Affects Chondrocyte Size and Differentiation in Micromass Culture

Because our data shows that ouabain appears to interfere with chondrocyte proliferation and hypertrophy in tibia culture, we hypothesized that the effects of inhibiting the NKA pump may be stage-dependent. To test this, we cultured micromasses derived from embryonic limb buds and introduced ouabain at different stages of chondrocytes differentiation, and at four different concentrations (1, 10, 100, 1000 µM) (Figure 3). We inhibited the NKA pump in micromasses by introducing ouabain to the culture medium at different days (Day 6, Day 8, Day 10). Micromasses were then harvested at different days (Day 8, Day 10, Day 12). This experimental design allowed us to inhibit the pump at initiation of chondrocyte proliferation (6–8 days), during proliferation (8–10 days), and at initiation of hypertrophy (10–12 days) (James et al., 2005b). We then extracted RNA, which we quantified using qPCR for several key genes involved in chondrocyte differentiation (Figure 3).

**FIGURE 3:**
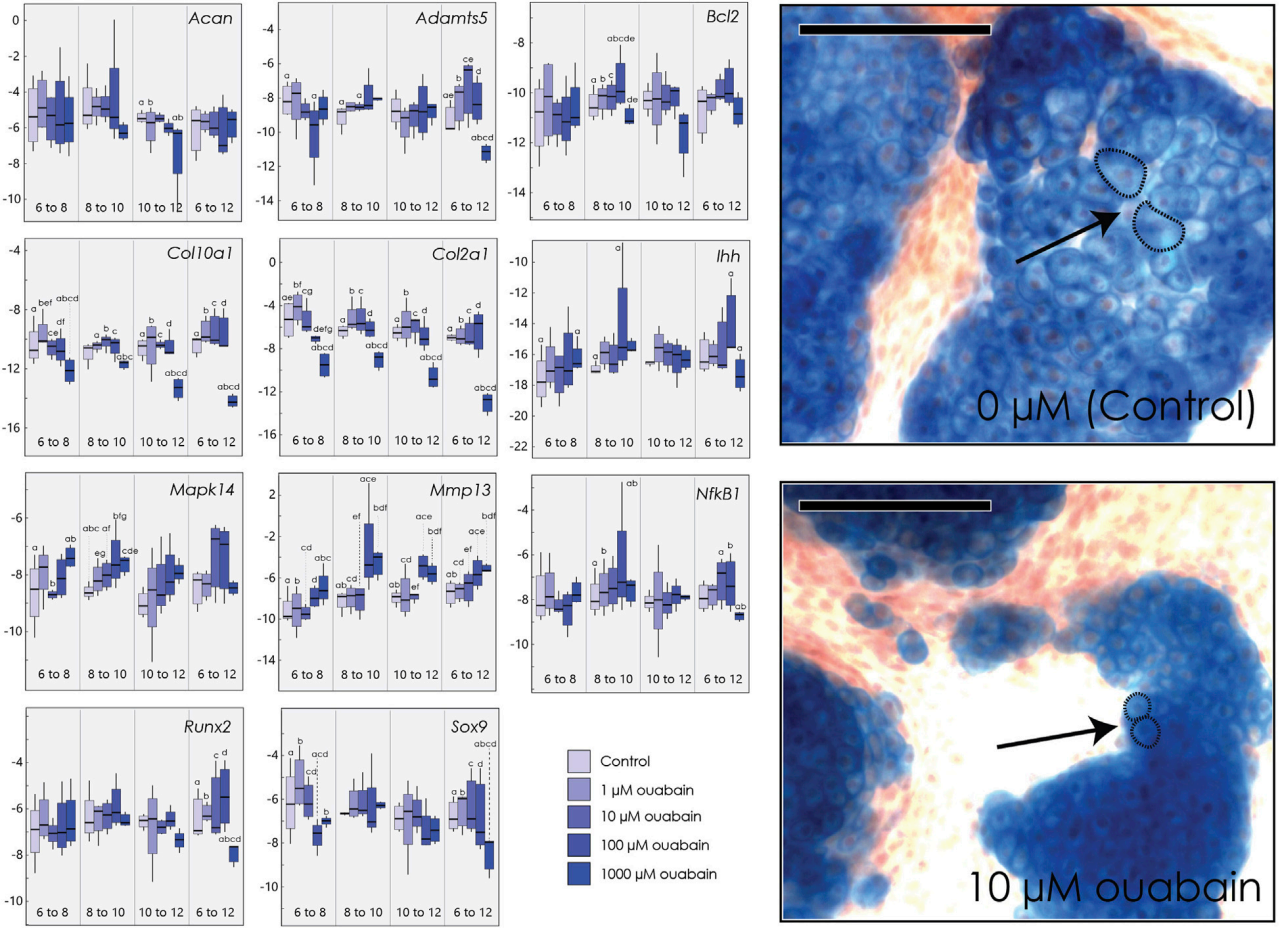
Micromasses cultured in ouabain octahydrate. Left: Boxplots of negative ΔCT for each gene (*y*-axis, where increasingly negative values represent lower expression levels relative to the housekeeping gene *Actb*) cultured and harvested at different day ranges (*x*-axis), and tested at different concentrations of ouabain (0 µM or control, 1, 10, 100 and 1000 µM). Sample size *n* = 4 for all concentrations. Superscripts denote significant pairwise differences among concentrations within a treatment duration, determined using Tukey’s HSD. Right: Micromasses stained with Alcian blue and alizarin red after 15 days in culture media with 0 µM ouabain **(control, top)** and with 10 µM ouabain **(bottom)**, introduced at day 6. Arrows indicate relative size of individual chondrocytes, outlined with a dashed line. Scale bar = 100 µm.

As in our tibia culture, we found that culturing cells in higher concentrations of ouabain decreases expression of *Col2a1*, when ouabain is introduced at any stage in differentiation (Supplementary Table S7). Similarly, high concentrations of ouabain decrease *Col10a1* expression in chondrocytes when hypertrophic chondrocytes are present (days 10–12). At early stages (day 6–8), high concentrations of ouabain appear to decrease expression of *Sox9* and *Col10a1*, although this is not uniformly statistically significant (Figure 3). The matrix-metalloproteinase *Mmp13*, which mediates extracellular matrix regulation of chondrocyte terminal differentiation (Kozhemyakina et al., 2015), is also upregulated in response to high ouabain concentrations beginning in early stages (day 6–8) and even more so at later stages of micromass differentiation (day 8–10 and day 10–12) (Figure 3). In contrast to embryonic tibia cultures, we did not find clear differences in the core matrix protein aggrecan (*Acan*), pre-hypertrophy marker *Ihh*, hypertrophic chondrocyte and osteoblast marker *Runx2*, the differentiation marker *Nf-kB1* (Jimi et al., 2019), or the matrix degradation marker *Adamts5* (Seuffert et al., 2018). As in tibial culture, we did not observe substantial changes in cell death markers, here *Bcl2* (Wang et al., 2006), but when present, the changes suggest a decrease in its expression at higher ouabain concentrations.

We further characterized the histological structure of micromass colonies after 15 days in culture, with ouabain introduced at day 6. While at 1 µM concentration there are no visible differences, micromasses cultured in 10 µM ouabain or greater are smaller, with fewer smaller and more sparsely distributed nodules. Moreover, chondrocytes cultured in higher concentrations of ouabain are smaller and more densely packed. We also observed that micromass nodules at higher concentrations of ouabain are surrounded by a denser calcified matrix as indicated by alizarin red staining (Supplementary Figure S5).

## Discussion

### Na^+^/K^+^ ATPase Pump in Endochondral Ossification

An unexpected finding from our comparative RNAseq analysis of Control and Longshanks tibiae was the strong and consistent downregulation of *Fxyd2* in the latter. 

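*Fxyd2* (ENSMUSG00000059412) lies on chromosome 9 of GRCm38 from 45399669 to 45410278, and no other gene of the annotation overlaps it. Its normalized counts were 296, 249 and 799 in the Control libraries and 60.0, 117 and 155 in the LS1 libraries. The means were 448 ± 305 (SD, n = 3 mice) in Control and 110.5 ± 47.7 (SD, n = 3) in LS1, a log2 fold change of -1.91 (standard error 0.48, adjusted p = 0.216 from limma). Every LS1 library was below every Control library (exact permutation test, two-sided p = 0.1, the smallest p that 3 mice against 3 allow). With each library left out in turn, the log2 fold change stayed between -2.23 and -1.39. DESeq2 with moderated fold changes gave -1.15 (adjusted p = 0.000658 from DESeq2). Of the 11 other tested genes for NKA subunits and FXYD proteins, 0 had an adjusted p-value under 0.05 from limma and 1, *Atp1b2*, had an unadjusted p-value under 0.05. Their log2 fold changes ran from -0.42 to 0.26 with a median of -0.04. The paper states that *Fxyd2* was downregulated in Longshanks, describes it as a subunit that modulates the NKA pump, and proposes that the pump regulates chondrocyte swelling during hypertrophy.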

*Fxyd2* is a gamma subunit of the NKA pump that modulates activity of the pump by changing its affinity for Na^+^ and K^+^ ions, and/or for ATP (de Baaij et al., 2015; Wang et al., 2015). The NKA pump transports 3 Na^+^ outside of the cell in exchange for 2 K^+^ using ATP (Castillo et al., 2015). This exchange of cations between the cell and interstitial fluid is important to maintain the osmotic stability and membrane polarity of the cells (Armstrong, 2003).

Previous work has shown that NKA pump subunits are highly expressed in chondrocytes (Mobasheri et al., 2012), indicating a potentially important role in chondrocyte physiology and/or differentiation, but to date that role has not been well characterized. One role of NKA in chondrocytes could be to regulate the process of cell swelling associated with hypertrophy, by regulating osmotic changes across the cell membrane. Our histological data lend some support to this hypothesis, as chondrocyte cell size appears to be reduced when the NKA pump is inhibited in both tibia and cell cultures (Figures 1, 3). We show here that inhibition of the pump with ouabain also disrupts gene expression associated with normal differentiation of chondrocytes. Specifically, well-established markers of chondrogenic precursors (*Prrx1, Serpina3n*) (Boeuf et al., 2008; Liu et al., 2017) are upregulated in tissues and cells cultured in ouabain, whereas markers of proliferative (*Col2a1, Ihh, Sox9*), prehypertrophic (*Ihh*), and hypertrophic (*Col10a1*) chondrocytes are downregulated in these same tissues.

Moreover, consistent and stage-dependent differential expression of collagen matrix proteins (*Col2a1, Col10a1*) and the transcription factor *Sox9* suggests that transcriptional differences are established at the cellular level, and do not simply reflect changes in overall number of cells of a given differentiation state. This pattern is supported by immunostaining against these three proteins in E15.5 tibiae, as collagens are generally weaker in both the growth plate and epiphyses in ouabain-treated tibiae (Supplementary Figures S4B,C,H). We found a similar response in gene expression after stimulating the NKA pump using monensin in tibia culture, except for differences in expression of the prechondrogenic markers *Prrx1* and *Serpina3n*, suggesting that stimulation or inhibition of the NKA pump in early embryonic tibia contributes to the regulation of mesenchymal stem cell fate during chondrogenesis. Finally, a third impact of NKA pump modulation appears to be regulation of extracellular matrix (ECM) homeostasis (Natoli et al., 2010), as NKA pump inactivation interferes with expression of collagens in both proliferative (*Col2a1*) and hypertrophic (*Col10a1*) chondrocytes (see also Supplementary Figures S4C,H), as well as proteins associated with ECM degradation (*Efemp1*, *Mmp13*).

Inferring a specific pathway or group of pathways by which NKA disruption may be inducing one or more of these changes in chondrocyte and ECM physiology is challenging; the ubiquitous NKA pump interacts with a number of pathways through ion transit, by forming complexes with membrane-bound receptors, and/or by activating a series of kinases (Therien and Blostein, 2000; Tian and Xie, 2008; Reinhard et al., 2013). Of these, we suggest two possible pathways based on prior work on the NKA pump in other tissues.

The first possibility is that the NKA pump acts directly by disrupting ion balance across the cell membrane (Cheng et al., 2019). The NKA pump forms a complex with the Na^+^–Ca^2+^ exchanger (NCX) (Tian and Xie, 2008), which can produce fluctuations in the intracellular concentration of Ca^2+^, when exposed to either ouabain (Cheng et al., 2019) or monensin (Krieger and Tashjian, 1982). These fluctuations in Ca^2+^ can facilitate localization of the transcription factor *Nf-kB* to the nucleus (Blanco and Wallace, 2013). *Nf-kB* has been shown to suppress *Sox9* expression (Rockel et al., 2008) and to suppress differentiation of MSCs into chondrocytes (Sitcheran et al., 2003). Activation of *Nf-kB* has also been shown to drive chondrocyte hypertrophy (Jimi et al., 2019) as well as osteoblast differentiation (Mishra et al., 2020). Thus, one possibility is that interfering with the NKA pump *via* ouabain or monensin increases intracellular calcium, leading to increased localization of *Nf-kB* to the nucleus, regulating gene expression in the growth plate (e.g., downregulation of *Sox9*).

A second possibility is that the NKA pump acts through modulation of a p38-MAPK signaling cascade (Feraille and Dizin, 2016). Our previous work (Stanton et al., 2004; Agoston et al., 2007) in micromass culture has shown that p38 signaling plays an important role in hypertrophic chondrocyte differentiation and regulates the expression of hypertrophic marker genes such as *Col10a1*, *Mmp13* and *Ibsp*. Here, our micromass results show that, when the NKA pump is inhibited by ouabain, *Mapk14* (p38α) expression increases in early stages of chondrocyte differentiation, with a parallel increase in expression of the ECM-related *Mmp13* that persists through later stages of differentiation (but a decrease in the expression of *Col10a1*, Figure 3).

### Altered Expression of Key Proliferative Chondrocyte Factors is Associated With Increased Bone Growth in Longshanks

Our high-throughput transcriptional analysis identified more than 400 genes with differential expression in the tibial proximal epiphysis between LS1 and Control. 

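One library had a large effect on the number of genes called. Without LS1 replicate 3, limma called 326 genes, of which 229 were higher in LS1. The 5 fits that each left out another library called between 5 genes (without Control replicate 2) and 47 genes (without LS1 replicate 1). On the first principal component of the tested genes, which held 35.1% of the variance, LS1 replicate 3 lay at -4.29. The Control libraries lay between -41.5 and -22.1 and the other LS1 libraries at 43.7 and 50.1. In 3707 genes, or 19.2% of those tested, the LS1 and Control libraries did not overlap, against the share of 10% that chance gives for 3 mice against 3.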

We conducted qPCR in tibial proximal growth plate cartilage tissue, but were able to validate only a few genes (out of 42 genes tested) as differentially expressed in LS1 compared to Control. Some differences between the results of the two methods may be due in part to differences in the tissues sampled; for RNAseq: we sampled RNA from the total epiphysis, whereas for qPCR we sampled RNA solely from the growth plate. Hence, we cannot exclude the possibility that genes differentially expressed in the bone marrow, articular cartilage, and trabecular bone, and identified in our RNAseq analysis, may play an important role in regulating bone elongation.

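Lists of marker genes were used to describe the tissues in the sampled epiphysis, with camera of limma at a preset inter-gene correlation of 0.01. Among marrow cell types, 13 of 13 erythroid genes were lower in LS1, with a median log2 fold change of -0.52 (adjusted p = 2.54e-06 from camera). Of 13 B cell genes, 12 were lower, with a median of -0.46 (adjusted p = 2.02e-05 from camera), which was -0.24 without LS1 replicate 2. Of 12 macrophage genes, 11 were higher with a median of 0.52 (adjusted p = 0.00149 from camera), and the list holds 1 gene of Table 1. Neutrophil genes had a median of 0.14 (adjusted p = 0.179 from camera), but were past the threshold of camera with the GC-content offset (adjusted p = 0.0430), with the length offset (adjusted p = 0.0427), without Control replicate 3 (adjusted p = 0.0101) and without LS1 replicate 1 (adjusted p = 0.0363). Of 8 articular and resting zone genes, 6 were higher with a median of 0.42 (adjusted p = 0.0297 from camera), though in LS1 replicate 3 the median over the list was within the range of Control. That list was no longer past the threshold without its 1 gene of Table 1 (adjusted p = 0.142 from camera), or without Control replicate 1, Control replicate 3 or LS1 replicate 1. For bone, osteoblast and osteocyte genes, 1 of them in Table 1, had a median of -0.0017 (adjusted p = 0.420 from camera) and osteoclast genes a median of 0.015 (adjusted p = 0.850 from camera). With each library left out in turn the former ran from -0.18 to 0.059 and the latter from -0.11 to 0.15. Of 20 chondrocyte genes, 5 of which the study picked for Table 1, 17 were higher with a median of 0.44 (adjusted p = 5.11e-06 from camera). Of these calls only that of the chondrocyte list held with fry (adjusted p = 0.0255 from fry), and none held with a correlation estimated from the data.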

Our qPCR results confirm the RNASeq data showing that in both Longshanks lines three key genes are significantly differentially expressed: *Fxyd2* and *Npr3* are down-regulated*,* while *Dlk1* is upregulated. In addition, we find significant downregulation of *Bglap* and *Sox9* and upregulation of *Sfrp1* in only one of the two Longshanks lines, although a similar trend can be seen in the other (Table 1). 

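In the RNAseq libraries *Npr3* (ENSMUSG00000022206, chromosome 15 of GRCm38 from 11839896 to 11907287) was higher in LS1. Its normalized counts were 306 ± 140 (SD, n = 3 mice) in Control and 1050 ± 254 (SD, n = 3) in LS1, a log2 fold change of 1.87 (standard error 0.36, adjusted p = 0.128 from limma). The antisense gene *Gm5144* overlaps *Npr3*. *Dlk1* (ENSMUSG00000040856, chromosome 12 from 109452823 to 109463336) had 840.1 ± 116 normalized counts (SD, n = 3) in Control and 1520.0 ± 61.1 (SD, n = 3) in LS1. Its log2 fold change was 0.86 (standard error 0.17, adjusted p = 0.120 from limma). Both genes passed the threshold with DESeq2, with adjusted p-values from moderated fold changes of 2.29e-05 for *Npr3* and 0.000537 for *Dlk1*. The log2 fold change of *Actb*, the reference gene of the qPCR, was -0.07 (standard error 0.12, adjusted p = 0.855 from limma).

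**Figure D1:**
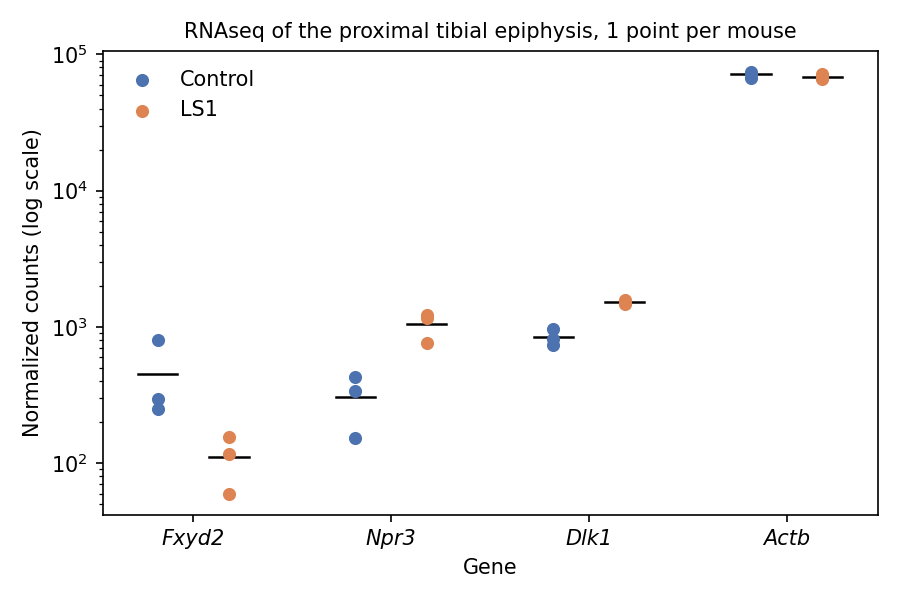
Normalized counts of *Fxyd2*, *Npr3*, *Dlk1* and *Actb* in each Control and LS1 library, on a logarithmic axis, with 1 point per mouse and a bar at the mean of each group. For *Fxyd2*, *Npr3* and *Dlk1* the points of LS1 and Control do not overlap, with LS1 lower for *Fxyd2* and higher for *Npr3* and *Dlk1*, while those of *Actb* overlap.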

At first glance, it is somewhat unexpected that no other major chondrogenic factors (e.g., aggrecan, collagens, Ihh, Runx2) were differentially expressed in Longshanks. One possible reason for this is that the increased length of the Longshanks tibia is associated with a larger population of proliferative cells (Marchini and Rolian, 2018). Because the deltaCT method in qPCR normalizes expression of genes of interest relative to the expression of housekeeping genes, it effectively normalizes for differences in cell number across samples. Accordingly, Longshanks may achieve longer tibiae in part by having more cells which express these specific chondrogenic factors but at similar levels to Controls.

Our cell and tissue culture data support a role for the NKA pump in chondrogenesis and/or endochondral ossification. However, the role of the NKA pump, and *Fxyd2* specifically*,* in the accelerated growth and increased length of the Longshanks tibia, is less clear. The fact that inhibition and stimulation of the NKA pump *both* reduced growth in E15.5 tibiae is at odds with increased tibia growth in Longshanks. These opposite outcomes may be because *Fxyd2* is a facultative subunit of the NKA pump that modulates its activity in a subtle, cell- and tissue-specific manner, while in our tibia culture assays ouabain and monensin exerted more potent effects on NKA activity across multiple cell types that influence bone growth, including chondrocytes, perichondral/periosteal cells, osteoblasts and/or osteoclasts.

*Npr3* (also known as *Nprc*) is a decoy receptor for C-type natriuretic peptide (CNP) (Yamashita et al., 2000) CNP is a known anabolic stimulator of bone growth that promotes proliferation of chondrocytes (Komatsu et al., 2002; Agoston et al., 2007; Teixeira et al., 2008; Esapa et al., 2016). Knockout experiments show that, in absence of *Npr3*, mice have longer bones with larger hypertrophic zones comprising both larger and more numerous chondrocytes, (Komatsu et al., 2002; Agoston et al., 2007; Teixeira et al., 2008; Esapa et al., 2016). In Longshanks growth plates, the apparently reduced presence of NPR3 protein in the proliferative zone (Supplementary Figure S2C) may increase the bioavailability of CNP, thus stimulating/maintaining chondrocyte proliferation. Npr3 may also be linked to the activation of the NKA pump but the exact activation mechanism is not entirely resolved (Moltzau et al., 2017). Interestingly, our previous work indicates that *Fxyd2* expression is downregulated in hypertrophic chondrocytes of tibiae cultured with CNP, suggesting a link between *Npr3* and *Fxyd2* expression (Agoston et al., 2007), and therefore a potential link in the downregulation of these two transcripts in both Longshanks lines.

*Dlk1*, a non-canonical Notch1 ligand that exists in both trans-membrane and soluble forms, is expressed in the proliferative and resting zones of the growth plate (Supplementary Figure S2D). *Dlk1* has been hypothesized to maintain chondrocytes in a proliferative state, and/or to delay hypertrophic maturation, likely through interactions with the Notch signaling pathway, an important regulator of cell differentiation during chondrogenesis (Mead and Yutzey, 2009a; Chen et al., 2011; Falix et al., 2012; Taipaleenmäki et al., 2012). In Longshanks, increased gene expression and immunostaining against DLK1 in chondrocytes in the resting and proliferative zone (and possibly its ECM, see Supplementary Figure S2D) is consistent with a potential role in increasing the size of the proliferative zone and thereby its growth potential (Marchini and Rolian, 2018; Gerstenfeld and Shapiro, 1996).

Lastly, we found upregulation of *Sfrp1* in LS2, and similar trends in LS1 (Henry et al., 2012). *Sfrp1* is expressed in proliferative chondrocytes and pre-hypertrophic chondrocytes of postnatal growth plates (Gaur et al., 2006) (see Supplementary Figure S2E). Sfrp1 is an antagonist of the canonical Wnt/β-catenin signaling pathway, which induces chondrocyte maturation and hypertrophy (Dong et al., 2006; Gaur et al., 2006). Although there were no overt differences in the pattern or intensity of immunostaining against SFRP1 in Longshanks and Control growth plates (Supplementary Figure S2E), we suggest that in Longshanks, increased expression of *Sfrp1* in proliferative and pre-hypertrophic chondrocytes delays their maturation and/or maintains their proliferative potential. Interestingly, upregulation of *Sfrp1* is also associated with trabecular bone deterioration (Wang et al., 2005; Yao et al., 2010; Dy et al., 2012; Marchini and Rolian, 2018). Both Longshanks lines also exhibit a phenotype of reduced trabecular ossification and bone mineral content (Farooq et al., 2017) consistent with phenotypes associated with upregulation of *Sfrp1* (Yao et al., 2010). Collectively, the altered expression of *Npr3, Dlk1, Sox9* and *Sfrp1,* points to the maintenance a larger pool of chondrocytes with proliferative potential as a key mechanism that drives the increased growth and length of the Longshanks tibia.

This study has identified a novel role of the NKA pump in controlling chondrocyte differentiation and physiology, which may contribute to variation in shape and size of skeletal elements across the body as well as intra- and interspecific variation in size and shape of individual skeletal elements. We have demonstrated that the NKA pump modulates expression of several important genes with known roles in chondrocyte proliferation, differentiation and hypertrophy, although the specific details of this mechanism remain unclear. Our results suggest several avenues for future work, which will be necessary to fully integrate the role of the NKA pump into current models of chondrocyte differentiation and transit through the growth plate.

## Data Availability

The RNA sequencing data presented in this study have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE189528 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE189528). Additional data are provided in Supplementary Tables S2–S7.

# Supplementary material for: A Na+/K+ ATPase Pump Regulates Chondrocyte Differentiation and Bone Length Variation in Mice
**Source:** Front Cell Dev Biol. 2021 Dec 14;9:708384. doi: 10.3389/fcell.2021.708384
**Supplement:** Supplementary file 13

**Marchini et al. – Supplementary Information Data Sheet**

Supplementary Figures:

**Supplementary Figure S1**: Immunostaining against SOX9 (top) and FXYD2 (bottom) in proximal tibia of CD-1 mice. The distribution of FXYD2 protein, a facultative subunit of the sodium-potassium ATPase, overlaps substantially with SOX9 protein: it is strongest in articular cartilage (AC) and proliferative zone chondrocytes (PZ), but absent in the maturation or pre-hypertrophic zone (MZ) and in the hypertrophic zone (HZ). Epi = epiphysis, Meta = metaphysis. Negative control sections (neg.) were incubated with normal serum without primary antibody. Scale bar: 200µm.

**Supplementary Figure S2**: Immunostaining against SOX9 (A), FXYD2 (B), NPR3 (C), DLK1 (D), and SFRP1 (E) in postnatal day 14 proximal tibia growth plates from Control and Longshanks 1. PZ = proliferation zone, HZ = hypertrophic zone. Negative control sections (neg.) were incubated with normal serum without primary antibody. Scale bar: 100µm.

**Supplementary Figure S3:** Embryonic tibia growth over six days of culture in serial dilutions of ouabain (left) or monensin (right). Black lines indicate medians, boxes represent interquartile ranges, bars represent non-outlier ranges and open circles show outliers. Superscript letters indicate significant differences in the means of pairs of treatments, as determined by ANOVA followed by post-hoc pairwise Tukey’s tests. Sample sizes for ouabain: Day 0 Controls (n=28), Day 6 Controls (n=14), Day 6 100µM (n=5), Day 6 500µM (n=5), Day 6 1000µM (n=4). Sample sizes for monensin: Day 0 Controls (n=34), Day 6 Controls (n=17), Day 6 0.1µM (n=6), Day 6 1µM (n=5), Day 6 10µM (n=6).

**Supplementary Figure S4**: Immunostaining against selected chondrocyte proliferation, hypertrophy and differentiation factors in growth plates and epiphyses (distal, unless otherwise noted) from E15.5 embryonic tibiae grown in normal media (left) vs media supplemented with ouabain (right) (1000µM, unless otherwise noted). A: KI67; B: SOX9, C: COLII (500µM ouabain), D: NPR3; E: SFRP1; F: DLK1 (500µM ouabain) G: RUNX2; H: COLX (proximal epiphysis); I: PRRX1 (500µM ouabain); J: FXYD2 (proximal epiphysis). Insets show magnification of regions approximating the hypertrophic zone (a,b), maturation/pre-hypertrophic zone (c,d), proliferative zone (e,f), and articular cartilage (g,h). . Negative control sections (neg.) were incubated with normal serum without primary antibody. Full view scale bar: 500µm ; Inset scale bar: 100µm

**Supplementary Figure S5**: Alcian blue/Alizarin red staining of micromasses cultured in serial dilutions of ouabain octahydrate for 9 days (day 6 to day 15). Smaller images are lower magnification (10x) views showing the overall appearance of a typical micromass for each ouabain concentration. Note the greater confluence of blue-stained cartilage nodules in lower doses of ouabain and control media, and the decreasing size of the nodules and increased presence of calcified matrix (stained red) in higher concentrations of ouabain. Scale bar = 1mm. Insets show 40x magnified regions outlined in the red boxes in the low magnification views. Inset scale bar = 100µm

Supplementary Tables:

**Supplementary Table S1**: TaqMan assay catalog numbers

**Supplementary Table S2**: HiSat2 DEseq analysis of RNA sequencing data

**Supplementary Table S3**: Longshanks growth plate deltaCT values

**Supplementary Table S4**: Tibia culture bone lengths

**Supplementary Table S5**: Ouabain tibia culture deltaCT values

**Supplementary Table S6**: Monensin tibia culture deltaCT values

**Supplementary Table S7**: Micromass culture deltaCT values

How the deposited data were processed for this re-analysis (not part of the article)

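The RNAseq experiment compared the proximal tibial epiphyses of 3 Control and 3 LS1 mice at 14 days of age. The 6 libraries were taken as 3 biological replicates per group, as the labels and the paper name them. The qPCR, histology, micromass and tibia culture experiments of the paper have no values in the deposited table and were not analysed here, apart from the paper's own qPCR values for the genes of Table 1.

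The authors mapped the reads to GRCm38 with HISAT2 2.0.2, counted them per gene of Ensembl release 84 with featureCounts 1.4.6 and analysed the counts with DESeq2. The deposited table holds 47729 genes in 6 columns, with 0 columns left unused. Its unit is a signal per gene, the read count that the authors divided by 1 size factor per library, with no filter on genes. The read counts were recovered by dividing each value by the value of 1 read in its library, and 100% of the values came out whole in each library. Size factors recomputed from the recovered counts with the median-of-ratios method were equal to the deposited ones. For Control replicate 1 the value of 1 read was so close to 1 that a check of the unit could not tell recovered reads from rounded values. The count test was therefore also run on the 5 other libraries. The filter on low counts uses the recovered reads of all 6 libraries.

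The design written before the data were examined assumed raw counts and the quasi-likelihood test of edgeR. Because the deposited values are normalized, the comparison was made with limma 3.58.1 in R 4.3.3, on log2(value + 1), with a linear model per gene, a mean-variance trend and robust variance moderation. The genes with a mean of at least 20 recovered reads were tested, 19308 in all, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The edgeR test on the recovered reads then became an alternative, and it called 13 genes. The pseudocount of 1 is small against the filter on reads.

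Gene names and coordinates came from GENCODE M21 on GRCm38, a later release than the annotation of the authors, and 99.1% of the identifiers had a symbol there. Genes named in the text were set by a rule before the data were examined. The rule takes every gene of Table 1, *Actb*, *Acan*, the tested NKA and natriuretic peptide genes, and up to 5 genes with the largest increase and 5 with the largest decrease. The latter had to have an adjusted p-value under 0.05, a mean of at least 1 CPM, and groups that do not overlap. Other genes are named as examples chosen after their values were seen.

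The alternatives on the gene tests were 25 in number, counting those chosen after the data were seen. They cover DESeq2 1.42.0 with default and with moderated fold changes, limma-voom, edgeR 4.0.16 with and without robust estimation, other normalizations, filters and pseudocounts, a replicate block, offsets for GC content and length (loess with a span of 0.3), Y-linked expression as a covariate, and each library left out in turn. The scripts were tested on simulated data before use, with 200 changed genes placed among the real genes, of which a mean of 192 passed the filter and were counted. On 3 simulated data sets, with a mean of 19009 genes past the filter, limma recovered 43.2% of these, edgeR 42.4% and DESeq2 with moderated fold changes 68.4%. Of the genes called there, 3.49% were unchanged genes with limma, 3.56% with edgeR and 30.8% with moderated DESeq2. The simulation drew counts with dispersions that follow the fit of edgeR. The share of unchanged genes among the calls depends on the number of changed genes placed.

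Of 24 gene lists, 22 had at least 5 tested members and were tested with camera at a preset inter-gene correlation of 0.01. The lists of Y-linked genes and of X inactivation had fewer members and were not tested. Each tested member passed the filter on reads, so the sampled tissue expresses it. The design named log2 CPM for camera, while the log2(value + 1) matrix of the gene tests was used. The RNAseq fold changes were compared with the paper's qPCR values across the 42 genes of Table 1, with permutation p-values from 100000 resamples.

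The smallest library held 68803249 reads. Genes with few reads carry wider errors, and a library with at most 3 reads of a gene was taken as the floor. With 3 mice per group, the smallest two-sided p of an exact permutation test is 0.1.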

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

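The tests on *Tpm3*, on pseudogenes, on erythroid cells and on the share of chondrocytes in this part were chosen after the results were seen, and those on ribosomal protein transcripts and on genome position before. Single genes and lists are given here because the paper does not discuss them and their change in LS1 was past the threshold of limma or of camera. The other lists past the threshold of camera are given with the other observations.

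*Tpm3-rs7* had a log2 fold change of 3.42 between LS1 and Control, and *Tpm3*, chosen after its values were seen, had one of -1.22 (adjusted p = 0.00583 from limma). Both held in 3 of 3 LS1 libraries. The share of the reads of both genes that fell on *Tpm3-rs7* was 6.27% to 6.52% in Control and 60.6% to 64.7% in LS1. The summed value of both genes changed by only 0.12 on the log2 scale (exact permutation test, p = 0.2). A candidate explanation is that reads are shared between *Tpm3* and its retrocopy, with a sequence difference between the lines deciding to which copy they map. A change in the expression of either gene was not separately tested.

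*Gm43038* (-7.25), *Gm14681* (-3.42) and *Gm14150* (-2.07) are annotated pseudogenes that fell in LS1. For *Gm43038* all LS1 libraries were at the floor of 3 reads, so that only the bound of at least 69.7-fold lower has a meaning. Pseudogenes made up 5 of the 14 genes called by limma, against 11.6% of all genes tested (Fisher's exact test, p = 0.0169). Reads shared between paralogs or pseudogenes, with a variant of one line changing where they map, and expression from the pseudogenes themselves cannot be told apart, because this excess does not show where the reads came from.

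*Rims2* (2.94), *Zfp979* (-2.18) and *Tac2* (-1.93) are protein-coding genes in which all 3 LS1 libraries were on one side of all 3 Control libraries. Each lost its adjusted p-value under 0.05 with several alternatives, and with each library left out in turn the log2 fold change stayed between 2.57 and 3.20 for *Rims2*, between -2.35 and -1.94 for *Zfp979* and between -2.10 and -1.77 for *Tac2*. Of the 100 genes with the smallest p-value, 31 lay within 1 Mb of another of them, where 10000 random lists matched on expression gave a median of 14 (permutation p = 9e-04). The 31 include *Rims2*, *Zfp979*, *Tac2*, *Tpm3*, and the pairs *H19* and *Igf2* and *C1qtnf3* and *Npr3*. This is consistent with sequence differences between the lines in shared haplotypes. Neighbouring genes under common regulation give the same excess, and the pairs named include such neighbours, so the test does not separate these.

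The list of interferon-stimulated genes had a median log2 fold change of 1.55 (adjusted p = 6.51e-08 from camera), with 21 of 21 genes higher in LS1, 1 of them picked by the study for Table 1. The median over the list, relative to the Control mean, was 1.86 in LS1 replicate 1, 2.90 in LS1 replicate 2 and -0.08 in LS1 replicate 3, which is within the range of Control. Without LS1 replicate 2 the median was 0.78 and without LS1 replicate 3 it was 2.37. The offsets for GC content and length left it at 1.51, which argues against either trend as its cause. The call did not hold with fry (adjusted p = 0.304 from fry). Since 1 of 3 LS1 mice lacked the difference, the line and the state of single mice cannot be separated with these libraries, and no biological explanation was tested.

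Erythroid genes had a median log2 fold change of -0.52 (adjusted p = 2.54e-06 from camera, 0.153 from fry). The abundant *Hba-a2* (-1.42) and *Hbb-bs* (-0.95), chosen after their values were seen, were past the threshold of limma. Both differ little in sequence from other globin genes, so their reads can be shared. Among the markers other than globins the log2 fold change ran from -0.74 for *Klf1* to -0.10 for *Car1*, both chosen after their values were seen, a difference of 0.64 with a standard error of 0.36. A lower share of erythroid cells and lower expression within them cannot be told apart, because both would lower the markers and these errors are too wide to tell whether they fell by like amounts. Whether fewer cells were dissected with the epiphysis or the marrow differs between the lines was not tested.

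Ribosomal protein genes had a median log2 fold change of -0.30, with 70 of 83 lower (adjusted p = 6.51e-08 from camera, 0.261 from fry). The median over the list, relative to the Control mean, was -0.30 in LS1 replicate 1, -0.42 in LS1 replicate 2 and -0.05 in LS1 replicate 3, which is within the range of Control (-0.13 to 0.17). The length offset left the median at -0.29 and the GC-content offset at -0.26, which argues against either bias as the whole cause. Library preparation and cell composition stay open and were not tested.

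Imprinted growth genes had a median log2 fold change of 0.45, with 15 of 15 higher, 3 of them picked by the study for Table 1 (adjusted p = 2.54e-06 from camera, 0.128 from fry). Without LS1 replicate 1 the median was 0.30. A higher share of chondrocytes alone would lower the lists of the other cell types alike. The medians of the macrophage and erythroid lists were 1.04 apart. Macrophage genes were above and erythroid genes below all Control libraries in 3 of 3 LS1 libraries. These cell types can also change on their own, so their spread does not decide whether chondrocyte share raised the imprinted genes. The median of the chondrocyte list was 0.44, close to the 0.45 of the imprinted genes, as a share effect could give. A change of the imprinted genes within cells stays open and was not tested.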

How the results depend on the processing

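All alternatives named here without further remark were set before the data were examined. The edgeR tests on 6 and on 5 libraries, the other pseudocounts and TMM normalization were chosen after seeing the data.

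The number of genes called by limma, 14, was 459 with DESeq2 and 390 with its moderated fold changes, with all 14 genes shared in each. On simulated counts with 200 changed genes, 30.8% of the genes called by moderated DESeq2 were unchanged genes, a share that depends on that number. There limma recovered 43.2% of the changed genes past the filter against 68.4%. The count was 8 with limma-voom, 7 with edgeR without robust estimation, 45 of 38596 genes with no filter on low counts, 9 with the GC-content offset, 8 with the length offset, and 6 with edgeR on the 5 libraries other than Control replicate 1. The cause was not tested. Across the 6 fits that each left out one library it ran from 5 to 326, the latter without LS1 replicate 3. With upper-quartile normalization, library size only, the other 2 filters, TMM normalization, the other pseudocounts, edgeR on 6 libraries (13), and the Y-linked covariate, the count stayed between 10 and 18.

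Of the 33 genes of Table 1 with an arrow, 0 were called by limma and 33 by DESeq2, with default and with moderated fold changes. The number was 1 with upper-quartile normalization, 7 with no filter on low counts, 3 with the replicate block and 3 with the replicate block and GC-content offset. It ran from 0 to 23 across the fits that left out one library, 23 being without LS1 replicate 3. The cause was not tested. The direction of all 33 held in every setting run.

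*Fxyd2* changed by -2.03 with DESeq2 and by -1.15 with moderated fold changes, and passed the threshold in both, while it passed in no other setting run. Of the 12 tested NKA genes 1, *Fxyd2*, was called with each DESeq2 setting. The cause was not tested.

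The paper states no pairing by replicate number and takes the mice from different families, but the sample titles share letters across the groups. Same-numbered libraries had correlations of their deviations from the group means of 0.054, 0.021 and 0.224. With the replicate block 3377 genes had an unadjusted p-value under 0.05 from limma, against 2499 without it. A shared batch is therefore not excluded. With the replicate block, 12 genes were called, of which 9 were among the 14, and with the block and GC-content offset 11, of which 8 were.

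Of the 22 lists tested, 14 were past the threshold of camera, 1 with fry and 0 with an estimated correlation. The median of the mitochondrially encoded genes reversed with the GC-content offset to -0.0885, and that of osteoclast genes was 0.0484 there, with camera reversing its direction. Across the fits that left out one library, the medians ran from -0.35 to 0.20 for adipocyte, -0.016 to 0.16 for endothelial, -0.17 to 0.25 for mitochondrially encoded, -0.15 to 0.0921 for NKA, -0.11 to 0.15 for osteoclast, -0.18 to 0.059 for osteoblast and osteocyte, 0.037 to 0.28 for neutrophil and 0.11 to 0.40 for hypertrophic chondrocyte genes. With all 6 libraries none of these lists was past the threshold of camera. Without LS1 replicate 3 the adipocyte list was, and without LS1 replicate 1 that of mitochondrially encoded genes. The neutrophil and hypertrophic chondrocyte lists were past it without Control replicate 3, without LS1 replicate 1 and with the GC-content offset, and the neutrophil list with the length offset. The call of the mitochondrially encoded list without LS1 replicate 1 was for lower expression in LS1. Its median there was -0.17, against 0.12 with all 6 libraries. Over all lists, 8 changes were stronger, 42 weaker and 10 reversed.

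The correlation of RNAseq and qPCR fold changes was 0.431, and 0.171 with qPCR outliers kept and 0.305 without *Fxyd2* and *Dlk1*, neither with a permutation p under 0.05. The cause was not tested.

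Among single genes named, 49 results became stronger, 57 weaker and 0 reversed across the settings. The depth of the libraries, at least 68803249 reads, was tested only for its difference between libraries. Thinning every library to the smallest total left 14 of the 14 genes past the threshold. Whether more or fewer reads in all libraries would change the number of calls was not tested.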

Differences from the paper's values

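The paper reports 421 differentially expressed genes, and 14 were called here by limma. Of the alternatives set before the data were examined, DESeq2 with default settings (459), DESeq2 with moderated fold changes (390) and limma without LS1 replicate 3 (326) came within 1.5 times the paper's count, and the others did not. The number of genes tested, 19308 here against the paper's 19354, does not differ by this measure.

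The log2 fold change of *Zfp979* was -2.18 with limma, against the paper's value of -1.62 in the part of its supplementary table used here (standard error 0.236, the paper's). Of the alternatives set before the data were examined, DESeq2 with moderated fold changes (-1.49) and limma without LS1 replicate 2 (-1.94) came within the larger of the standard errors of the paper's value, and the others did not.

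The paper's discussion gives *Npr3* as lower in both Longshanks lines by qPCR, and says that the RNAseq data showed the same. The RNAseq libraries hold LS1 and no LS2. In them *Npr3* was higher in LS1, with a log2 fold change of 1.87, and Table 1 of the paper carries an upward arrow for it. The qPCR value for LS1 was lower, at -0.93 on the log2 scale. That qPCR used the growth plate alone, while the RNAseq used the whole epiphysis. No setting run gave a lower value in LS1, with log2 fold changes from 1.24 with moderated DESeq2 to 2.17 with 1 library left out.

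From its RNAseq the paper calls *Fxyd2*, *Npr3*, *Dlk1* and the other genes with an arrow in Table 1 differentially expressed, and limma called 0 of the 33. The paper also reports qPCR differences of *Fxyd2*, *Npr3* and *Dlk1* in both Longshanks lines. Those come from other mice and do not rest on these libraries. DESeq2 with default settings and with moderated fold changes called all 33. Other settings called fewer of them, namely 23 without LS1 replicate 3, 7 with no filter on low counts, 3 with the replicate block, 3 with the replicate block and GC-content offset, 1 with upper-quartile normalization and 1 without LS1 replicate 1. *Npr3* was also called with the replicate block with and without GC-content offset and without LS1 replicate 3, and *Dlk1* without LS1 replicate 3. *Fxyd2* was called only with DESeq2.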

Other observations

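The tests on GC content, on macrophages and on the share of cartilage or chondrocytes in this part were chosen after the results were seen, and so were the checks on single libraries and on abundant markers for muscle and macrophages. The test on splits of the samples, those on simulated counts, on sex and on depth were chosen before.

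The real grouping was the only one of the 10 splits of the 6 libraries that gave as many calls, so that 1 of 10 splits was as large with limma, 1 with edgeR and 1 with moderated DESeq2. With 3 libraries against 3 this share cannot be lower. The split of Control replicates 1 and 2 and LS1 replicate 2 against the others gave 6 calls with limma. In these 3 libraries *Xist* was at 70194 to 71731 normalized counts and the Y-linked sum at 90.5 to 149. In the others *Xist* was at 99.8 to 221 and the Y-linked sum at 19313 to 30556. The paper's text does not state the sex of the mice. With Y-linked expression as a covariate for the sex of the mice, 8 of the 14 genes called by limma stayed past the threshold. With the offset for GC content bias 9 of the 14 stayed, and 14 of the 14 stayed when every library was thinned for a difference in library depth. These argue against sex, GC content and depth as the whole cause of the calls.

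The difference between the tests was examined on simulated counts. There 30.8% of the genes called by moderated DESeq2 were unchanged genes, and limma recovered 43.2% of the changed genes past the filter against 68.4% for DESeq2. Both false calls by DESeq2 and missed genes by limma are therefore candidate explanations of the different counts. In the simulation moderated DESeq2 called a mean of 189.7 genes, 58.3 of them unchanged, and limma called 86. In the libraries they called 390 and 14, a wider gap, so the simulated causes reproduced its direction but not its size. The simulation assumes the dispersions of edgeR and 200 changed genes. The share of unchanged genes among the calls depends on that number, so 30.8% is not a rate for these libraries. The share of either cause in these libraries was not tested.

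Across the 42 genes of Table 1 the RNAseq log2 fold change and the paper's qPCR value for LS1 had a Pearson r of 0.431 (permutation p = 0.0059) and a Spearman rho of 0.322 (permutation p = 0.038). This is the only relation computed. The values are across genes, which are not independent replicates, and the qPCR values are the paper's. The direction was shared by 23 of 42 genes. Without *Fxyd2* and *Dlk1* r was 0.305 (permutation p = 0.059) and rho 0.268 (permutation p = 0.093), so the relation rests in part on these genes. *Bglap3* had the largest qPCR change, -1.87 on the log2 scale, with -1.27 in RNAseq. With outliers kept its qPCR change was -0.96. The paper reports a high spread between the wells of this assay on all plates, perhaps from a plate defect. The correlation without *Bglap3* was not computed. With the outliers that the paper removed kept, r was 0.171 (permutation p = 0.28) and rho 0.172 (permutation p = 0.27). Across the fits that each left out 1 library, r ran from 0.395 to 0.451 (permutation p from 0.0038 to 0.012) and rho from 0.279 to 0.362, with the lowest rho without LS1 replicate 2 (permutation p = 0.073).

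The paper's discussion names aggrecan, collagens, *Ihh* and *Runx2* as factors without a difference in Longshanks. Its list of growth plate qPCR assays does not hold *Acan*. In RNAseq *Acan* had a log2 fold change of 0.50 (standard error 0.14, adjusted p = 0.229 from limma), with no overlap of the groups. *Col2a1* changed by 0.24 (adjusted p = 0.557 from limma), *Col10a1* by 0.61 (adjusted p = 0.158 from limma), *Ihh* by 0.34 (adjusted p = 0.530 from limma) and *Runx2* by 0.59 (adjusted p = 0.185 from limma). *Col10a1* and *Runx2* carry an upward RNAseq arrow in Table 1. Both passed DESeq2 with moderated fold changes (adjusted p = 0.00419 and 0.0324 from DESeq2), while *Acan*, *Col2a1* and *Ihh* did not.

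Higher chondrocyte transcripts in LS1 would follow from a higher share of cartilage in the LS1 samples. If nothing else changed, the other cell type lists would then fall alike. They did not, since the highest and lowest medians among them were 1.22 apart on the log2 scale, with macrophage genes at 0.52 and skeletal muscle genes at -0.69. The muscle list rests on single libraries, but macrophage genes and erythroid genes (-0.52) also moved apart, and both did so in 3 of 3 LS1 libraries. A higher share of cartilage alone does not give this spread. Whether it raised the chondrocyte genes is not decided, because the other cell types can also change on their own. A lower share of chondrocytes as the cause of the lower *Fxyd2* is argued against by the chondrocyte list, whose median rose by 0.44. Lower expression of *Fxyd2* within cells stays open.

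*Mb* was lower in LS1, and the other 17 muscle genes had a median of -0.68, with 16 of 17 lower. This could come from less skeletal muscle in the LS1 samples. The median over these genes, relative to the Control mean, was -1.81 in LS1 replicate 1, 0.0078 in LS1 replicate 2 and -0.28 in LS1 replicate 3. The latter 2 were within the range of Control, while *Mb* was below every Control library in 3 of 3. Muscle genes lost their call without Control replicate 1 (median -0.24, adjusted p = 0.0947 from camera) and without LS1 replicate 1 (median -0.15, adjusted p = 0.191 from camera). Muscle content and regulation of *Mb* cannot be told apart, because these libraries go both ways.

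*Mpeg1* was higher in LS1, and the other macrophage genes had a median of 0.48, with 10 higher. This could come from a higher share of macrophages. Of abundant markers, *Lyz2* rose by 0.57 and *Mrc1* by 0.28, while *Csf1r* changed by 0.09 and *Cd68* by 0.15. A higher share of macrophages and a change of genes within them cannot be told apart, because the abundant markers moved by unequal amounts.

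The other lists were tested alike, with camera. MHC class I genes, 1 of which the study picked, had a median of 0.94 (adjusted p = 0.000783 from camera), which was 0.53 without LS1 replicate 2. Natriuretic peptide genes had one of 0.58 (adjusted p = 0.00800 from camera), with *Npr3* picked by the study. Proliferation genes had one of -0.27 (adjusted p = 0.000130 from camera), with 12 of 12 lower and 1 picked by the study. Immediate early genes had a median of 0.19 (adjusted p = 0.0446 from camera) and nuclear oxidative phosphorylation genes one of -0.10 (adjusted p = 0.0246 from camera, 1 picked by the study). In LS1 replicate 1 the immediate early genes were below every Control library, and in LS1 replicate 3 the oxidative phosphorylation genes were within the range of Control. Immediate early genes lost their call without Control replicate 1, Control replicate 3, LS1 replicate 2 or LS1 replicate 3, and the oxidative phosphorylation genes without Control replicate 1, Control replicate 3, LS1 replicate 1 or LS1 replicate 2 and with the length offset. Hypertrophic chondrocyte genes, 3 of them picked by the study, had a median of 0.27 (adjusted p = 0.165 from camera). They were past the threshold of camera with the GC-content offset (adjusted p = 0.0278), without Control replicate 3 (adjusted p = 0.0318) and without LS1 replicate 1 (adjusted p = 0.0466), while the median was 0.11 without LS1 replicate 3. The medians were 0.12 for mitochondrially encoded genes (adjusted p = 0.505 from camera), 0.08 for endothelial genes (adjusted p = 0.420 from camera), -0.14 for adipocyte genes (adjusted p = 0.826 from camera) and -0.09 for the 12 NKA genes (adjusted p = 0.420 from camera). None of these calls held with fry or with an estimated correlation.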
